# miR-709 exerts an angiogenic effect through a FGF2 upregulation induced by a GSK3B downregulation

**DOI:** 10.1038/s41598-024-62340-4

**Published:** 2024-05-18

**Authors:** Koji Ueno, Hiroshi Kurazumi, Ryo Suzuki, Masashi Yanagihara, Takahiro Mizoguchi, Takasuke Harada, Noriyasu Morikage, Kimikazu Hamano

**Keywords:** miRNA, Angiogenesis, miR-709, GSK3B, FGF2, Extracellular vesicles, Regenerative medicine, miRNAs

## Abstract

The aim of this study was to identify angiogenic microRNAs (miRNAs) that could be used in the treatment of hindlimb ischemic tissues. miRNAs contained in extracellular vesicles (EVs) deriving from the plasma were analyzed in C57BL/6 mice, which have ischemia tolerance, and in BALB/c mice without ischemia tolerance as part of a hindlimb ischemia model; as a result 43 angiogenic miRNA candidates were identified. An aortic ring assay was employed by using femoral arteries isolated from BALC/c mice and EVs containing miRNA; as a result, the angiogenic miRNA candidates were limited to 14. The blood flow recovery was assessed after injecting EVs containing miRNA into BALB/c mice with hindlimb ischemia, and miR-709 was identified as a promising angiogenic miRNA. miR-709-encapsulating EVs were found to increase the expression levels of the fibroblast growth factor 2 (FGF2) mRNA in the thigh tissues of hindlimb ischemia model BALB/c mice. miR-709 was also found to bind to the 3′UTR of glycogen synthase kinase 3 beta (GSK3B) in three places. GSK3B-knockdown human artery-derived endothelial cells were found to express high levels of FGF2, and were characterized by increased cell proliferation. These findings indicate that miR-709 induces an upregulation of FGF2 through the downregulation of GSK3B.

## Introduction

It has been reported that 15–20% of the people being over 70 years old suffer from peripheral arterial disease (PAD)^1^, and it is estimated that 200 million patients suffer from PAD in the world^2^. Approximately 1–3% of the PAD patients that are over 50 years old are critical limb ischemia (CLI) patients^1,3^. The new CLI patients every year are estimated at 500–1,000 people per million of the population in Europe or North America.1 Most CLI patients receive an endovascular treatment through the use of stent grafts and bypass surgery as a first choice of treatment in order to achieve the required revascularization^4^. However, 20–30% of the CLI patients cannot undergo a revascularization surgery, as they do not meet the eligibility criteria for the operation required^5^. As a result, one year after receiving a primary treatment, 45–50% of the CLI patients have both limbs without any amputation, 25–30% of the CLI patients have had to undergo an amputation, and 25% of CLI patients have died^1,3,4,6^. Therefore innovative angiogenesis-inducing therapies are required in order to reduce both the number of patients undergoing an amputation and the CLI-associated mortality rate.

Cell therapy has been shown to improve the blood flow in the ischemic limbs of CLI patients with no treatment options^5–7.^ We have reported the effects of the transplantation of autologous bone marrow cells and peripheral blood mononuclear cells in CLI patients^7,8.^ It is believed that the mechanism of neovascularization as a result of a cell transplantation is based on the paracrine effects mediated by the growth factors, cytokines, chemokines, and extracellular vesicles (EVs) secreted from the transplanted cells; these effects seem to promote cell growth in the recipients, and facilitate the regeneration of their tissues^7,9.^

Cells can release EVs of various sizes. Exosomes are an example of EVs that are defined as vesicles of a diameter lower than 150 nm^10^. The MISEV2018 statement has advocated in favor of the use of a nomenclature based on the size of the EVs^11^. As a result, EVs have recently been classified into small EVs (sEVs), medium EVs (mEVs), and large EVs (lEVs), defined by sizes < 100 nm, < 200 nm, and > 200 nm, respectively. Exosomes secreted from human CD34 + cells have been shown to exert the same angiogenic potential as the human CD34 + cells in a mouse hindlimb ischemia model^9^. In the latter case, the angiogenic potential was attributed to the miR-126-3p contained in these exosomes.

microRNAs (miRNAs) are non-coding RNAs containing approximately 22 nucleotides. miRNAs bind to the 3′UTR (untranslated region) of the target mRNAs, and inhibit translation^12^. The human and mouse miRNA sequences registered at the miRBase (https://www.mirbase.org/) are 1,917 and 1,234, respectively. We have previously reported that the miRNA-762 and the miRNA-3072-5p target the vascular endothelial growth factor (VEGF), which is one of the most important factors associated with angiogenesis^13^. It has been reported that miR-93 is related to angiogenesis, as (i) it has been found to be upregulated in the ischemic muscular tissue of C57BL/6 mice, and (ii) it has been associated with angiogenesis based on a comparative analysis of mice with different responses to the experimental simulation of hindlimb ischemia^14^. It has also been shown that the inhibition of the expression of miRNA-329, miRNA-487b, miRNA-494, and miRNA-495 encoded on the chromosome 14q32 in the ischemic muscular tissue of a C57BL/6 hindlimb ischemia model, can increase neovascularization^15^.

In this study, we identified suitable EV-contained miRNAs through a three-step screening process involving: (i) a comparative analysis of the EV-encapsulated miRNAs between C57BL/6 and BALB/c mice that exhibit different responses to the experimental simulation of hindlimb ischemia, (ii) an in vitro aortic ring assay, and (iii) the assessment of the blood flow recovery after injecting EV-contained miRNAs into BALB/c mice with hindlimb ischemia. We also undertook molecular analysis and further in vitro experiments in order to explore the mechanisms underlying the angiogenic effect of an identified angiogenic miRNA: miR-709.

## Results

### miR-709 was selected as an angiogenic miRNA by screening methods

During the first screening we compared the expression levels of miRNAs in EVs isolated from plasma between hindlimb ischemia model C57BL/6 mice exhibiting a blood flow recovery after a ligation of their femoral vessels and hindlimb ischemia model BALB/c mice not exhibiting such a blood flow recovery (Fig. 1A; Supplementary Data). miRNAs No1-No31 were only detected in the C57BL/6 mouse EVs at 24 h after ligating the left femoral artery, but were not detected in the BALB/c mouse EVs. 

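At the intensities measured, more miRNAs passed the detection threshold in the plasma EVs of the C57BL/6 mice than in those of the BALB/c mice. Of 1900 miRNAs on the array, 638 (33.6%) were detected in the C57BL/6 EVs and 187 (9.84%) in the BALB/c EVs. Both strains shared 178 of them, 460 were detected only in the C57BL/6 EVs, 9 only in the BALB/c EVs and 1253 in neither. The brightest miRNAs of both arrays included miR-2137, miR-711 and miR-451a, an abundant miRNA of red blood cells. Each array held labelled RNA of 1 pool of plasma EVs from 5 mice aged 8 weeks, with blood drawn 24 h after the ligation. With 1 array per strain there were no replicates, so that the values carry no SD and no test between the strains was possible. The 3D-Gene miRNA oligo chip reads the Cy5 fluorescence of RNA bound to 1 spot per miRNA, in arbitrary intensity units. The scanner intensity of each spot, not yet corrected for background, was taken as deposited. The background was the mean of 896 empty BLANK spots without the highest and lowest 5%, which was 98.3 (SD 3.62) on the C57BL/6 array and 102 (SD 4.02) on the BALB/c array. A miRNA counted as detected where its intensity lay more than 2 SD above this mean, that is above 106 and 111 in turn. The background was then subtracted and the arrays were scaled to the same 75th percentile over the 178 shared miRNAs, which divided the C57BL/6 to BALB/c ratio by 5.32. With the C57BL/6 signals divided by this factor before detection, 197 miRNAs passed the BALB/c threshold, against 187 in the BALB/c EVs. In the authors' table of values, each array is instead scaled so that the median of its own detected miRNAs is 25. The paper describes a ligation of the femoral artery and vein and an exosome RNA kit, while the sample labels name another RNA kit and cells as the source.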

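All 31 of the miRNAs No1-No31 were detected in the C57BL/6 EVs and were below the detection threshold in the BALB/c EVs. The brightest was miR-6989-5p, whose spot intensity was 789 in the C57BL/6 EVs and 106 in the BALB/c EVs. It was followed by miR-6937-5p with 631 and 102, miR-7042-5p with 424 and 106, miR-7047-5p with 350 and 105, and miR-3968 with 336 and 105. The dimmest was miR-5122, with 179 and 107. Over the 31 miRNAs, the median intensity was 216 in the C57BL/6 EVs, and the BALB/c intensities ran from 96.1 to 110 with a median of 105. Since a miRNA below the threshold has no measured level, each ratio is given as a lower bound, taken against the lowest signal detected on the BALB/c array. These bounds do not allow for spot noise. For example, miR-7662-3p, with a bound of 2.47-fold on the scaled values, lay 1.90 SD above the BALB/c background. On the scaled values, miR-6989-5p was at least 16.1-fold higher in the C57BL/6 EVs, miR-6937-5p at least 12.4-fold, miR-7042-5p at least 7.58-fold and miR-8110 at least 4.88-fold. The lower bounds of the 31 miRNAs had a median of 2.73-fold and a minimum of 1.87-fold. On the authors' scale, the lower bounds ran from 11.9-fold to 102-fold, with a median of 17.4-fold. Among all 460 miRNAs detected only in the C57BL/6 EVs, No1-No31 were the 31 brightest. The authors' values of the 31 in the C57BL/6 EVs ran from 102 to 874, and the highest value outside the list was 94.5. The spot of miR-7036b-5p, at 229, was not brighter than its surroundings on the array, at 239.

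**Figure D1:**
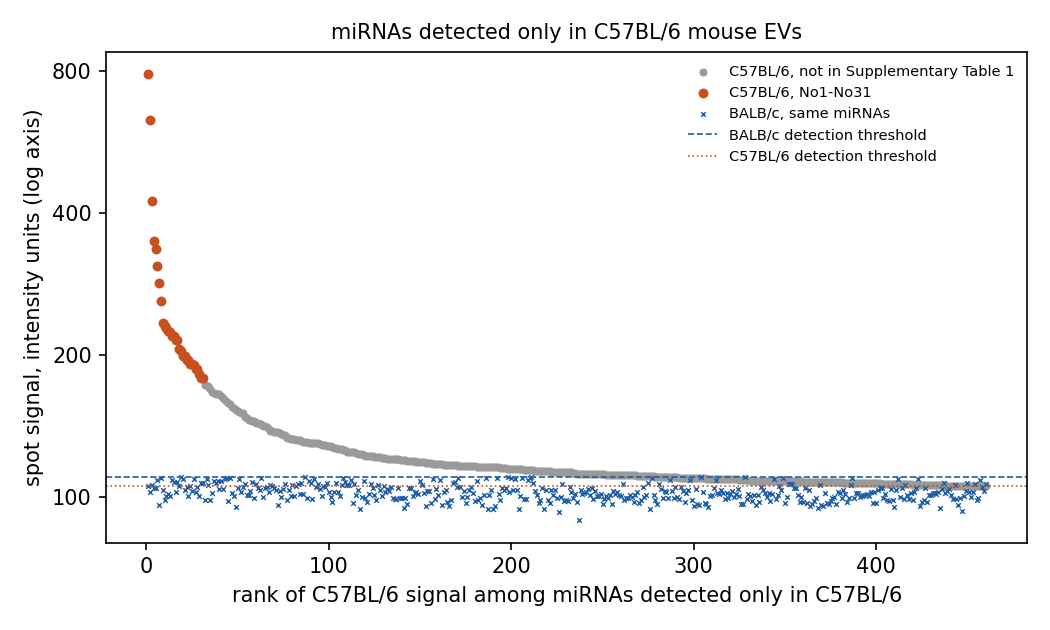
Spot intensity (log axis, intensity units) of the 460 miRNAs detected only in the C57BL/6 EVs, ordered by their C57BL/6 rank, with No1-No31 and the others as points, the BALB/c intensities of the same miRNAs as crosses, and the detection threshold of each array as a line. No1-No31 occupy the 31 highest ranks, and their BALB/c crosses lie below the BALB/c threshold of 111.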

The expression levels of miRNAs No32-No43 were more than 20-fold higher in the C57BL/6 mouse EVs as compared to the BALB/c mouse EVs (Supplementary Table 1). 

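The miRNAs No32-No43 had the 12 highest ratios of C57BL/6 to BALB/c among the 178 miRNAs detected in the EVs of both strains. miR-709 ranked 3 among them, with a spot intensity of 331 in the C57BL/6 EVs and 113 in the BALB/c EVs. Its level was 27.0-fold higher in the C57BL/6 EVs on the authors' scale and 4.23-fold higher after scaling on the shared miRNAs. The size of each ratio depends on how the arrays are scaled, while the order of the 12 miRNAs is the same for any single factor. With the normexp correction and quantile normalization, 10 of them were among the 12 highest. miR-7653-5p had the highest ratio, 55.0-fold on the authors' scale and 8.63-fold on the shared miRNAs, with a BALB/c signal 2.45 SD above the background. miR-5627-5p followed with 36.8-fold and 5.77-fold. miR-1247-3p, which the paper carried on beside miR-709, had 25.5-fold and 4.00-fold. The lowest of the 12 was miR-6244, with 20.2-fold and 3.17-fold. No miRNA was more than 20-fold higher in the C57BL/6 EVs after scaling on the shared miRNAs, whereas 12 were on the authors' scale and 7 without any scaling. None was more than 20-fold higher in the BALB/c EVs under any of these. The largest ratio in that direction was that of miR-6916-5p, 14.3-fold after scaling on the shared miRNAs. Its ratio of C57BL/6 to BALB/c was 0.445 on the authors' scale and 0.371 without any scaling, so that its size depends on the scaling as well. In the BALB/c EVs, 6 of the 12 miRNAs lay less than 3 SD above the background, miR-709 among them at 2.57 SD. Moving both signals of miR-709 against each other by 2 SD of the BLANK spots gave a range of 14.7-fold to 126-fold on the authors' scale and of 2.30-fold to 19.7-fold on the shared miRNAs. For miR-7653-5p the ranges were 29.8-fold to 304-fold and 4.68-fold to 47.7-fold. The SD behind these ranges leaves out the highest and lowest 5% of the BLANK spots, so that it understates the spread of all of them. With no BLANK spots left out, 163 miRNAs were detected in the BALB/c EVs. By intensity there, miR-709 ranked 161 and stayed detected, while miR-7653-5p ranked 167 and did not. With detection at 3 SD, miR-709 and miR-7653-5p were no longer detected in the BALB/c EVs. The highest ratio was then 3.31-fold, with the arrays scaled anew on the 140 miRNAs that stayed shared. Part of this fall came from the new scaling. miR-1247-3p lay 10.7 SD above the BALB/c background and stayed detected, and its ratio was 4.00-fold before.

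**Figure D2:**
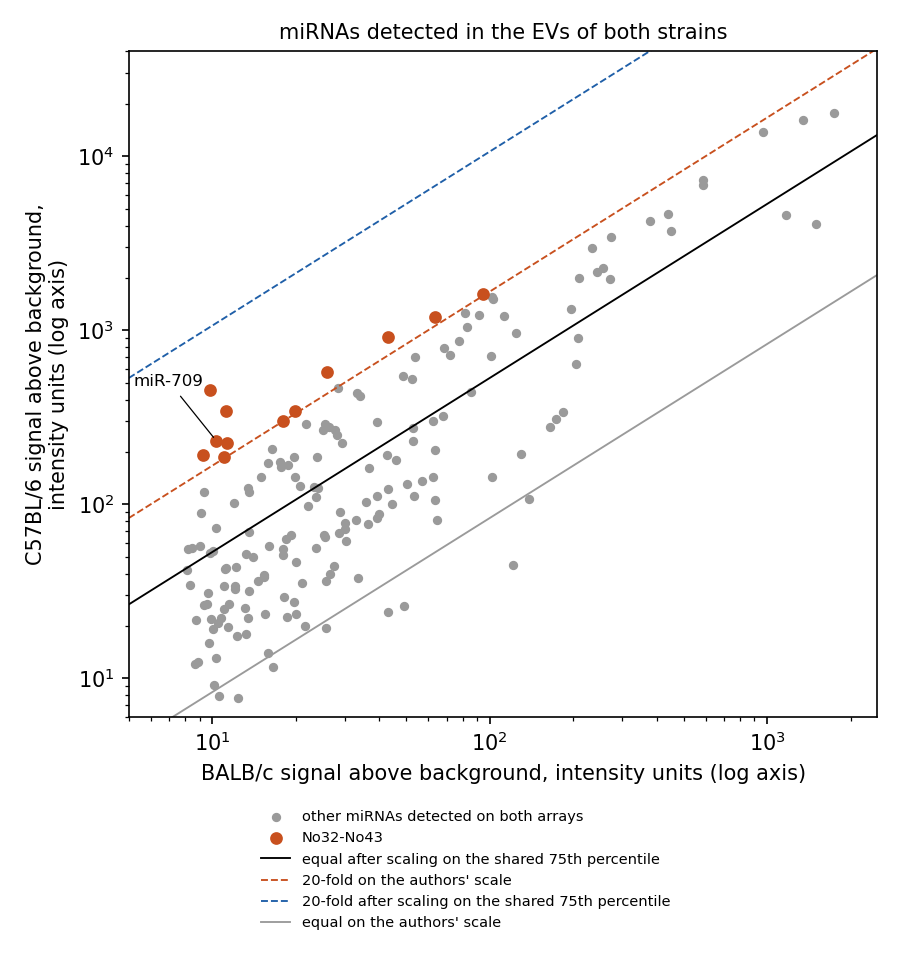
Signal above background (log axes, intensity units) of the 178 miRNAs detected in both strains, BALB/c on the x axis and C57BL/6 on the y axis, with lines for equal levels and for a 20-fold ratio on the authors' scale and after scaling on the shared miRNAs. The miRNAs No32-No43 lie above the 20-fold line of the authors' scale and below that of the shared miRNAs.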

The 43 miRNAs identified by the first screening are shown in Supplementary Table 1.

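The listed miRNAs of blood cells, liver, muscle and endothelium were not among the 43 miRNAs. Of 9 lists of miRNAs written before the data were examined, 7 held no member of the 43, the Dlk1-Dio3 cluster held miR-665-3p, and the miRNAs named in the text of the paper held miR-709 and miR-1247-3p. The 43 come from 1900 miRNAs on the array and these 7 lists hold 8 to 28 each, so that an absence by chance is not excluded. Relative to the median of the 178 shared miRNAs, 8 of the 9 lists had a lower median, and the muscle miRNAs the lowest. With the normexp correction and quantile normalization, 7 lists had a lower median, the Dlk1-Dio3 cluster changed sign to 0.22, and the platelet, liver and endothelial medians came closer to 0, at -0.28, -0.13 and -0.18. That median was a log2 ratio of -0.44 after scaling on the shared miRNAs and 2.23 on the authors' scale, so that 8 list medians were below 0 on the first scale and none of the 9 on the second. The 4 muscle miRNAs measured in both strains had a median of -1.49 (log2, relative to the shared miRNAs), with miR-1a-3p lowest at -2.88. The median was -0.97 for 8 platelet miRNAs, among them miR-223-3p at -1.24. It was -0.65 for 18 endothelial and angiogenesis miRNAs, 17 of which lay below 0 (15 with normexp), and miR-126a-3p, which is abundant in endothelial cells, was at -0.59. The median was -1.19 for 3 liver miRNAs, -0.33 for 7 erythrocyte miRNAs, -0.47 for 5 leukocyte miRNAs and -0.50 for 6 members of the let-7 family. These medians leave out members detected in 1 strain only. Only in the C57BL/6 EVs were 8 endothelial, 3 erythrocyte, 3 let-7, 2 leukocyte, 2 liver and 1 platelet miRNAs detected. Only in the BALB/c EVs was 1 erythrocyte miRNA detected. On the scaled values, 395 of all 460 miRNAs detected only in C57BL/6 had no lower bound above 1. The endothelial, erythrocyte, leukocyte and let-7 medians were no lower than the median of -0.72 of the 65 shared miRNAs that were registered first in miRBase. Among 10000 random lists of equal size and level, the platelet median stood at percentile 1.54, muscle at 4.34, endothelial at 11.2, erythrocyte at 13.7, let-7 at 19.6, leukocyte at 54.8 and liver at 71.0. Of 40 miRNAs of the Dlk1-Dio3 cluster, the mouse counterpart of human 14q32, 2 were detected in both strains with a median of -0.22 (percentile 83.1), 9 only in the C57BL/6 EVs and 29 in neither. The 2 went opposite ways, miR-370-3p at 1.67 and miR-434-3p at -2.12, so that their median describes neither. They lay 2.33 and 2.53 SD above the BALB/c background. Of the members the paper names, miR-494-3p was detected only in the C57BL/6 EVs, at 134, and miR-329-3p, miR-487b-3p and miR-495-3p in neither strain. The 6 measured miRNAs that the paper names had a median of 1.34 (percentile 83.9), but miR-709 and miR-1247-3p were chosen by the paper on these arrays, and the median of the 4 others was 0.35, with miR-762 at 1.51, miR-3072-5p at 1.17 and miR-93-5p at -0.47. miR-186-5p was detected in neither strain. From the difference between a strain that recovers its blood flow and one that does not, the paper took the 43 miRNAs as candidates and tested them in the aortic ring assay.

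**Figure D3:**
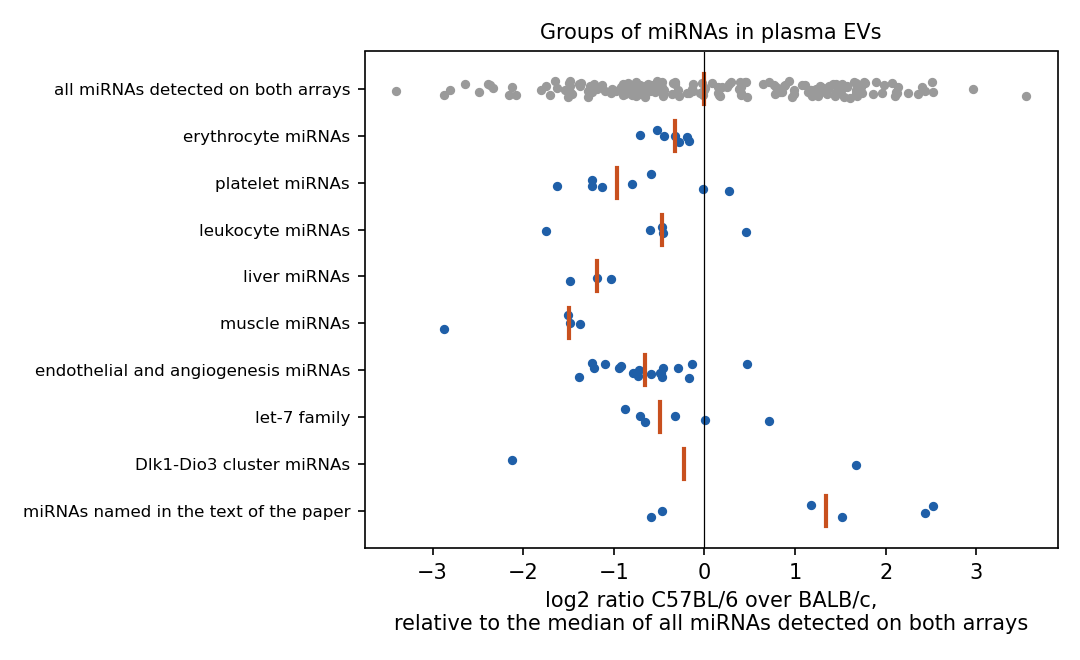
Log2 ratio of C57BL/6 to BALB/c, relative to the median of the 178 shared miRNAs, for each list. Each point is a miRNA and each bar the median of its list, and all 4 muscle miRNAs lie below 0.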

**Figure 1:**
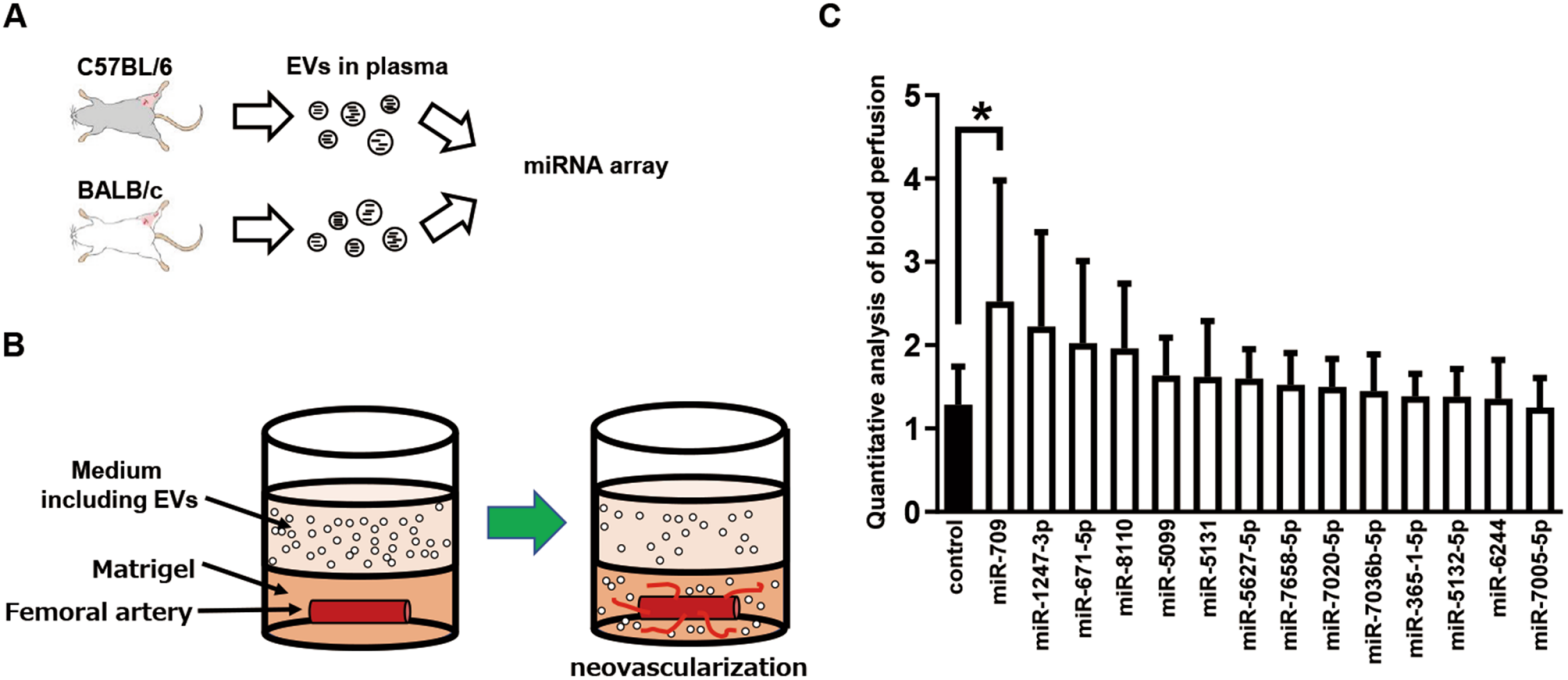
miR-709 was selected as an angiogenic miRNA by screening methods. (**A)** The first screening was performed by focusing on the characteristics of different angiogenesis levels exhibited by different mouse strains. miRNAs were extracted from EVs that were isolated from the mouse plasma at 24 h after the ligation of the left femoral artery and vein. miRNA-pooled samples were analyzed by a miRNA array. (**B)** Aortic ring assay was carried out as part of the second screening. Femoral arteries deriving from BALB/c mice were embedded in Matrigel and were co-cultured with miRNA-including EVs. This experiment was carried out three times, independently. In case a neovascularization was observed even in one out of the three repeats, the respective miRNAs were classified as angiogenic miRNA candidates. (**C)** The blood flow in the hindlimb ischemic model BALB/c mice was measured after injecting miRNA-containing EVs; this was the third screening. Blood perfusion at POD15 was normalized by POD1. Each group consisted of six mice (n = 6; Dunnett’s multiple comparisons test). Bars represent means with standard deviations (SDs).

In order to observe their angiogenic potential (if any), an aortic ring assay was performed by using the EVs that were secreted from 293 T cells transfected with plasmids coding different miRNA sequences (Fig. 1B). Neovascularization was observed in 14 EVs out of the 44 EVs assessed. The 14 miRNAs with angiogenic potential that were identified by the second screening are shown in Supplementary Table 1.

EVs were injected into the femoral muscles of the hindlimb ischemia model mice, and their blood flow was analyzed (Fig. 1C). There was a statistically significant difference caused by the EVs that were secreted from 293 T cells transfected with plasmids encoding miR-709 (as compared to control that were secreted from 293 T cells transfected with a mock plasmid).

### Characterization of the EVs released by 293 T cells transfected with miRNA mimics

In order to analyze the characteristics of the miRNA-containing EVs, three types of experiments were carried out (Fig. 2). EVs bear CD9 and CD81 (markers of EVs), but no GM130 (a Golgi apparatus marker) (Fig. 2A). The mean size of the EVs was 209 ± 12.4, 243 ± 12.4, and 225 ± 5.3 nm in normal, scramble, and miR-709-containing EVs (Fig. 2B). The morphology of the EVs was round (Fig. 2C).

**Figure 2:**
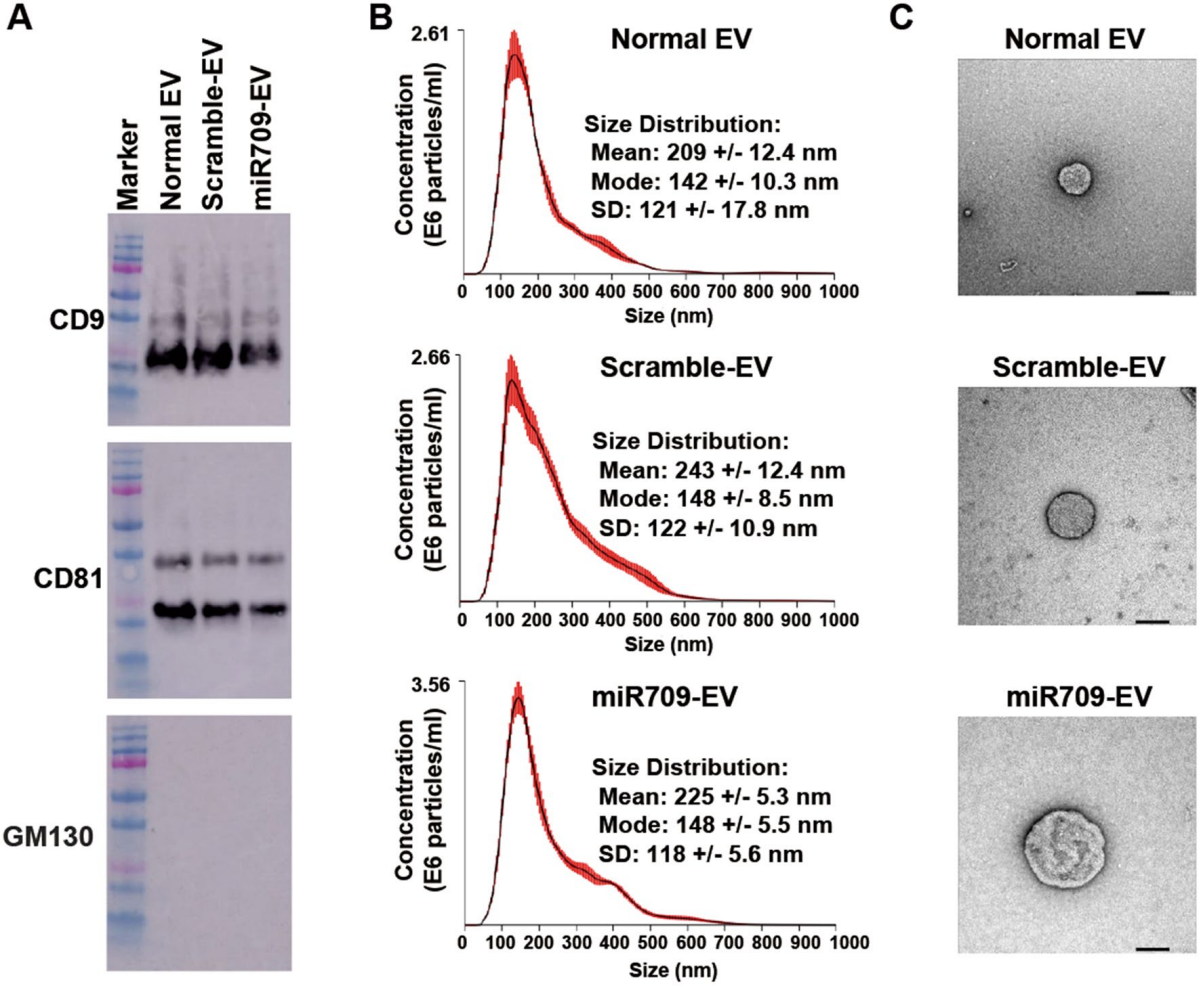
Characterization of the EVs released by 293 T cells transfected with miRNA mimics. (**A)** Western blotting was performed so as to examine markers; CD9 and CD81 acted as positive controls for EVs, while GM130 was a negative control for EVs. Figures were full-length blots with colorimetric marker and did not undergo any image processing. (**B)** The size of the EVs was analyzed by nanoparticle tracking analysis. The same samples were measured five times. Red error bars indicate ± 1 standard error of the mean. (**C)s** EVs were observed through a transmission electron microscope. The black bar represents 100 nm.

### miR-709 upregulated the FGF2 expression both in vitro and in vivo

In order to examine the inclusion amount of miRNA in the EVs secreted from miRNA-transfected 293 T cells, a qPCR was performed. The inclusion amount of miR-709 was 133-fold higher in EVs secreted from miR-709-transfected 293 T cells than in EVs secreted from scramble-transfected 293 T cells (Fig. 3A). The inclusion amount of miR-1247-3p was 577-fold higher in EVs secreted from miR-1247-3p-transfected 293 T cells than in EVs secreted from scramble-transfected 293 T cells (Fig. 3B). In an attempt to evaluate the angiogenic mechanism associated with miR-709, the expression levels of the FGF2 mRNA were assessed in the femoral muscles of hindlimb ischemia model mice after the injection of miR-709-containing EVs. Although the expression levels of the FGF2 mRNA in miR-1247-3p-EVs were the same as those in scramble-EVs, the expression levels of FGF2 mRNA in miR-709-EVs were found to be significantly higher than those of the scramble-EVs and of the miR-1247-3p-EVs at 2 days after the EVs’ injection (Fig. 3C). In order to confirm whether the miR-709 was related to the upregulation of FGF2, a miR-709 mimic was transfected to HAoECs and the FGF2 concentration in HAoECs was analyzed by using ELISA. The FGF2 concentration increased by 1.7-fold in the miR-709-transfected HAoECs (as compared to the scramble-transfected HAoECs) at 3 days after the transfection (Fig. 3D).

**Figure 3:**
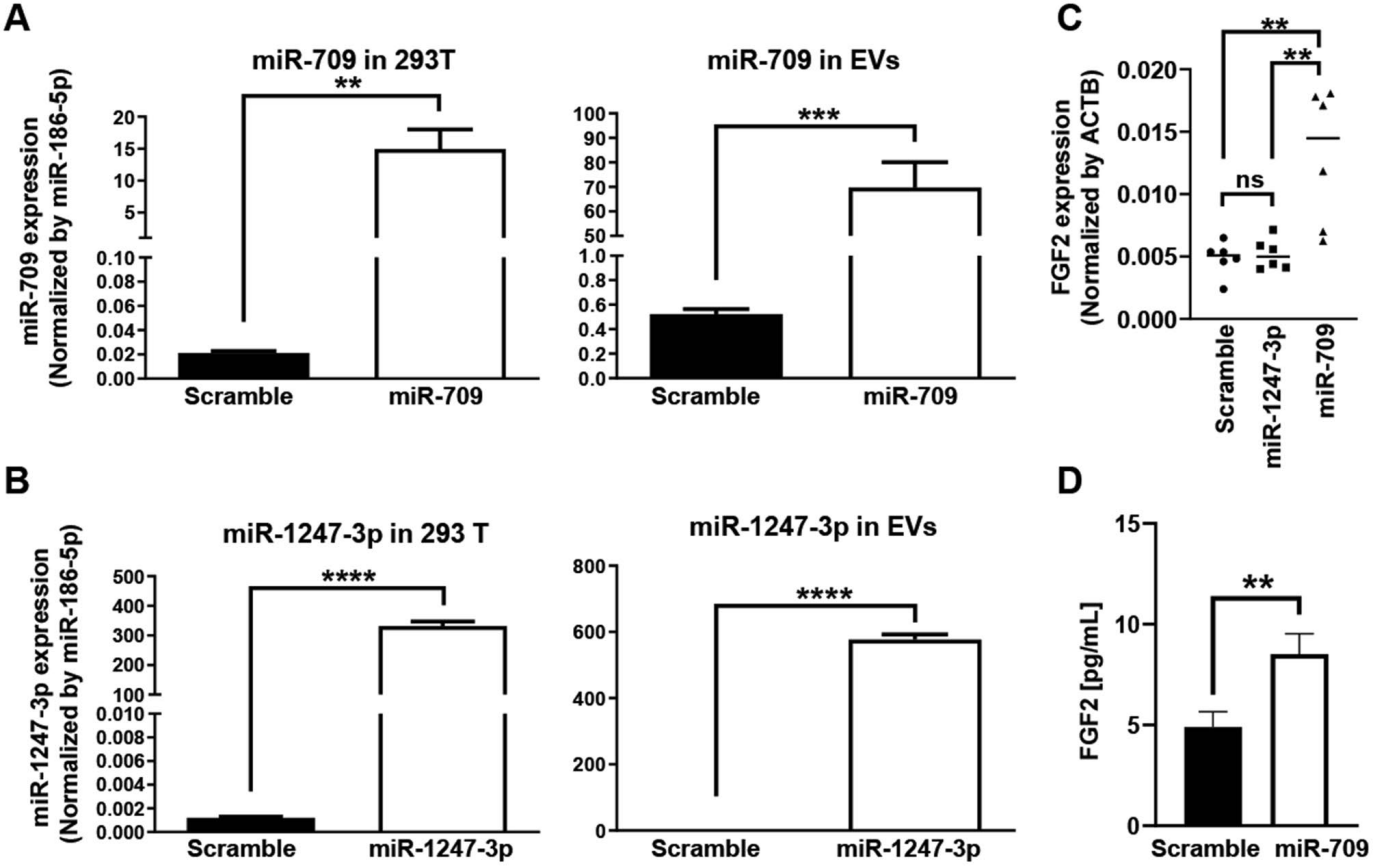
miR-709 upregulated the FGF2 expression both in vitro and in vivo. (**A**, **B)** miRNA mimics were transfected into 293 T cells and the expression levels of the miRNA mimics were analyzed in 293 T cells (left figures) and in the EVs that were released from the 293 T cells (right figures) by using qPCR. miR-709 and miR-1247-3p were normalized by miR-186-5p (n = 3; unpaired t-test). A presents the miR-709 data, and B presents the miR-1247-3p data. (**C)** The expression levels of FGF2 were analyzed in the thigh muscles after an injection of miRNA-encapsulating EVs. miRNA-encapsulating EVs were injected into the left thigh muscle at 4 days after the ligation of the left femoral artery, and the mRNA expression levels were analyzed at 2 days after the injection of the EVs. FGF2 was normalized by ACTB. Each group consisted of six mice (n = 6; Tukey’s multiple comparisons test). Lines represent the median. (**D)** The FGF2 concentration was measured by ELISA in HAoECs transfected with miRNA mimics. HAoECs were transfected with a scramble mimic or a miR-709 mimic. Protein was extracted at 3 days after the transfection. The FGF2 concentration was measured by ELISA (n = 3; unpaired t-test). Bars represent means with SDs.

### miRNA-709-encapsulating EVs upregulated the expression levels of FGF2 and BMX in HAoECs

Finally, in order to observe whether the expression levels of the FGF2 mRNA were increased after cells were treated with miR-709-EVs, the expression levels of the FGF2 mRNA were analyzed after the addition of miR-709-EVs to HAoECs. Although the miR-709 expression level was only 1.2-fold higher in miR-709-EVs-treated HAoECs (as compared to that of scramble-EVs-treated HAoECs) at 8 h after the addition of the EVs, the miR-709 expression levels were more than 2.6-fold higher in miR-709-EVs-treated HAoECs (as compared to those of scramble-EVs-treated HAoECs) at 24 and 48 h after the addition of the EVs (Fig. 4A). Although the FGF2 and the BMX expression levels in miR-709-EVs-supplemented HAoECs were almost the same as in scramble-EVs-treated HAoEC, the mRNA expression levels were found to be 2.6- and 5.6-fold higher in miR-709-EVs-treated HAoECs (as compared to those of the scramble-EVs-treated HAoECs) at 24 h after the addition of the EVs (Fig. 4B,C).

**Figure 4:**
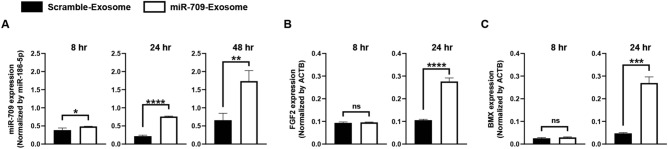
miRNA-709-encapsulating EVs upregulated the expression levels of FGF2 and BMX in HAoECs. (**A)** miR-709 expression levels were analyzed by qPCR in HAoECs at 8, 24 and 48 h after a co-culture with miRNA-709-encapsulating EVs. miR-709 expression levels were normalized by miR-186-5p (n = 3; unpaired t-test). (**B**, **C)** The expression levels of the FGF2 and the BMX mRNAs were analyzed by qPCR in HAoECs at 8 and 24 h after a co-culture with miRNA-709-encapsulating EVs. The expression levels of the FGF2 and the BMX mRNAs were normalized by ACTB (n = 3; unpaired t-test).

### miR-709 bound to the 3′UTR of the human GSK3B followed by an upregulation of FGF2

It was predicted that miR-709 could target five potential complementary binding sites of the human GSK3B 3′UTR sequence based on an algorithm (Fig. 5A). A 3′UTR luciferase reporter assay has revealed that miR-709 can actually target three sites (3′UTR: 1694, 2899 and 3428) within the human GSK3B 3′UTR sequence (Fig. 5B). The expression levels of the GSK3B protein were found to be downregulated in two GSK3B-knockdown HAoEC lines (as compared to the respective scramble-knockdown HAoECs) and the expression levels of the FGF2 protein were found to be upregulated in two GSK3B-knockdown HAoEC lines (as compared to the respective scramble-knockdown HAoECs) (Fig. 5C). Cell proliferation was found to be significantly increased in two GSK3B-knockdown HAoEC lines, as compared to their respective scramble-knockdown HAoECs (Fig. 5D). In miR-709-EVs-treated HAoECs, GSK3B protein expression was downregulated, whereas FGF2 was upregulated versus their respective scramble-EVs-treated HAoECs (Supplementary Fig. 5). EVs isolated from the medium were transfected directly with miR-709. The amount of miR-709 was approximately 46,000-fold higher in miR-709-transfected EVs compared with the scrambled-transfected EVs (Supplementary Fig. 6A). GSK3B protein expression was downregulated in miR-709-EVs-treated 293 T cells (Supplementary Fig. 6B, C).

**Figure 5:**
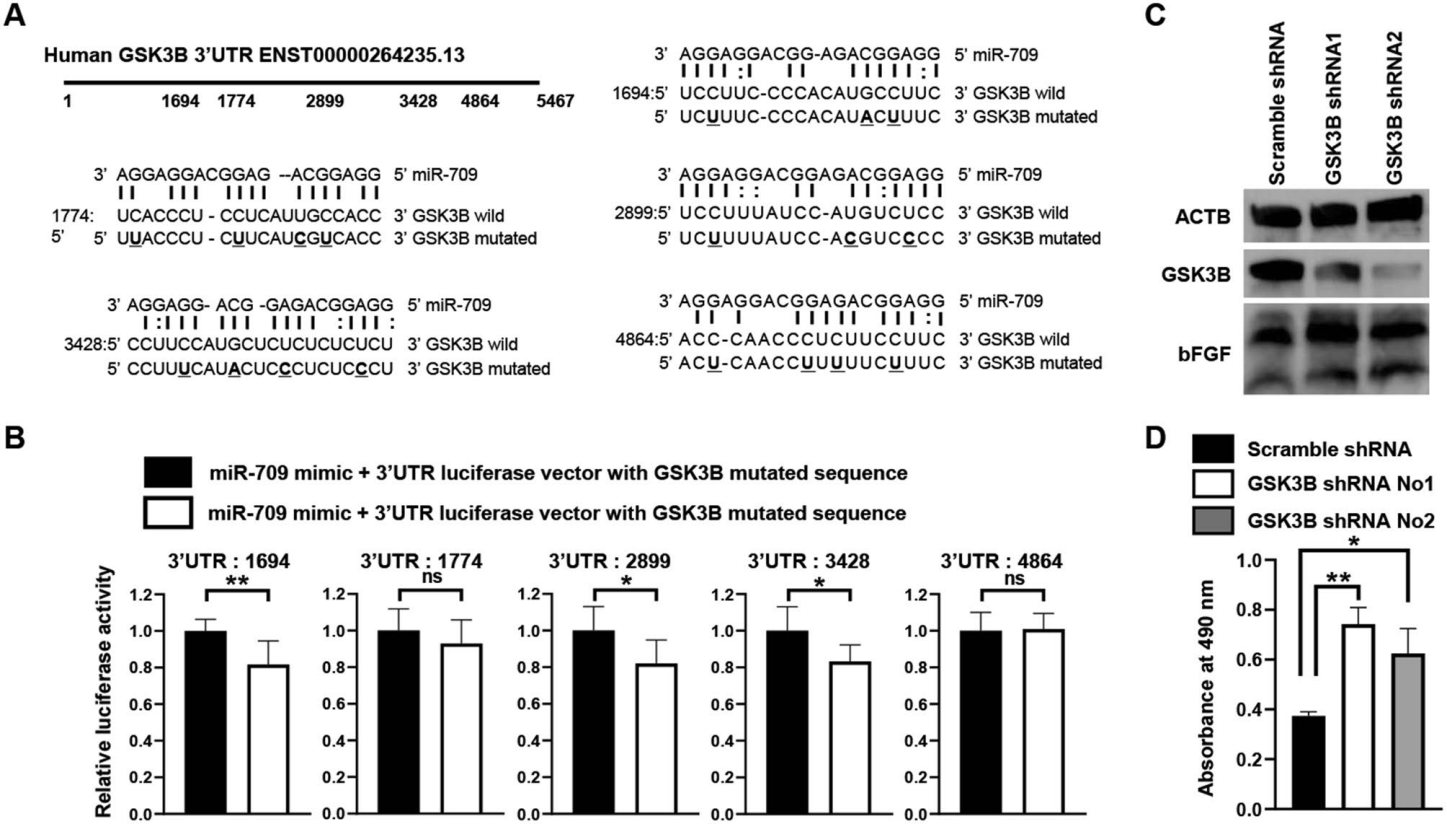
miR-709 bound to the 3′UTR of the human GSK3B followed by an upregulation of FGF2. (**A)** Five human GSK3B 3′UTR sequences (ENST00000264235.13) and the complementary miR-709-binding sequences. The miR-709-binding sites in the five sites of GSK3B 3′UTR were predicted by the RNA22 v2 miRNA target detection software. The upper sequence corresponds to miR-709, the middle one corresponds to the target wild-type of GSK3B, and the bottom corresponds to the target mutated sequence of GSK3B; underbars highlight the mutated sites. (**B)** 3′UTR luciferase assay. The 293 T cells were transfected with a miR-709 mimic and 3′UTR vectors with wild-type or mutated-type sequences. Cell lysates were used in order to measure the relative luciferase activities, 2 days after transfection. The relative luciferase activities of the miR-709 mimic and the 3′UTR vectors with the wild-type sequence were normalized by that of the miR-709 mimic and 3′UTR vectors with the mutated-type sequence (n = 7; unpaired t-test). (**C)** GSK3B and FGF2 protein levels in HAoECs expressing GSK3B shRNA. The GSK3B knockdown was carried out by using a lentivirus transduction. GSK3B and FGF2 protein levels were analyzed by Western blotting. ACTB was used as an internal control. (**D)** Cell proliferation in HAoECs expressing GSK3B shRNA. Cell proliferation was assessed by MTS reagents at 7 days after the cell seeding (n = 3; Sidak’s multiple comparisons test).

## Discussion

In this study, we screened for angiogenic miRNAs by studying the differences in the angiogenic response between C57BL/6 and BALB/c mice undergoing hindlimb ischemia^14^. Although angiogenesis-related miRNAs have been previously selected by analyzing the miRNAs’ expression in the muscle tissues of the ischemic hindlimb^14,15,^ it is not the case for the miRNAs’ expression in miRNA-contained EVs isolated from the plasma. Moreover, this paper is the first to report that miR-709 is identified as an angiogenic miRNA after a three-stage screening (Fig. 1). The sequences of human and mouse miRNAs registered at the miRBase (https://www.mirbase.org/) are 1,917 and 1,234, respectively. Therefore, mature miRNAs often exist in both humans and mice. 

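The gene of miR-709 lies inside a protein-coding gene of the mouse. In the RefSeq annotation of the mouse assembly GRCm38.p6, the gene Mir709 is on chromosome 8, within the bounds of Rfx1, which encodes a transcription factor. The range that the paper gives for cloning miR-709 runs from 84085799 to 84086486 on chromosome 8 and holds Mir709 in that annotation. The paper names no genome build for this range.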

Although miR-709 is coded in the mouse chromosome 8q, it is not coded in the human chromosome. It is considered that miR-709 is one of the unique miRNAs. C57BL/6 mice have been used for the experimental simulation of hindlimb ischemia by many studies. Those studies also show that the blood flow in the ischemic hindlimb recovered as the time passed after the ligation of the femoral artery^16–20.^ However, the blood flow did not recover in the ischemic hindlimb of the BALB/c mice^21,22^.

In this study, we chose EVs as a delivery method of miRNAs. In order to produce miRNA–encapsulating EVs, miRNAs were transfected into 293 T cells that exhibit a high transfection efficiency and can be cultured by using a synthetic medium. EVs were isolated by using a size exclusion chromatography column from a conditioned medium in 293 T cells after the miRNA transfection. The characteristics of isolated EVs were analyzed with reference to the MISEV2014 guidelines (Fig. 2)^23^. The isolated EVs bear CD9 and CD81 (that are EV markers), but do not bear GM130 (that is a Golgi apparatus marker). The mean diameters of the isolated EVs ranged between 209 and 243 nm, and the isolated EVs were classified as lEVs with reference to the MISEV2018 statement^11^.

Animals of young age are commonly used in most animal models due to convenience. Most studies use 6–20-week-old mice for the simulation of hindlimb ischemia^16–22^. Pursuing a model that is as close to clinical practice as possible, young mice were not used in our hindlimb ischemia model (Fig. 3C). The isolated EVs contained large amounts of miRNAs by transfecting the latter into 293 T cells (Fig. 3A,B). The isolated EVs including miRNA-709 were able to upregulate the expression levels of the FGF2 mRNA in the thigh tissues of 14-month-old BALB/c mice suffering from hindlimb ischemia (Fig. 3C). In fact, 14-month-old mice correspond to the late 40 s humans based on the lifespans of the two species^24^. The FGF2 was used as an index of angiogenesis because the widths of the capillary walls were found to be larger after an FGF2 injection as compared to those identified after a VEGF injection by the mouse corneal angiogenesis assay^25^, while the injection of an FGF2-expressing vector has exhibited high limb survival in the auto-amputation model using BALB/c nu/nu mice^26^. We thought that it would be essential to activate the endothelial cells that form the arteries so as to improve the blood flow in the ischemic tissue. miR-709 was directly transfected into artery-derived endothelial cells and the expression levels of the FGF2 protein were upregulated in HAoECs (Fig. 3D). These results indicate that the blood EVs including miR-709 improved the blood flow recovery observed in the third screening (Fig. 1C). Although miR-709 is not encoded in the human chromosome, it was detected in scramble-transfected 293 T cells and scramble-encapsulating EVs (Fig. 3A), which we consider to be a non-specific detection. A previous kit (i.e., TaqMan microRNA reverse transcription kit (Thermo Fisher Scientific)) required specific RT primers for each microRNA to synthesize cDNAs from the microRNA samples. To detect microRNAs using TaqMan advanced miRNA assays (Thermo Fisher Scientific), we used the TaqMan™ advanced miRNA cDNA synthesis kit (Thermo Fisher Scientific) for miRNA-to-cDNA synthesis in this study. This cDNA synthesis kit proved to be extremely useful for analyzing multiple targets as it allowed for the simultaneous synthesis of multiple cDNAs from multiple miRNAs. In this cDNA synthesis kit, cDNA amplification occurs in four steps. Therefore, we beleive that non-specific synthesis may have been detected.

The miR-709 expression was upregulated in HAoECs at 24 h after a co-culture with EVs (Fig. 4A). The results suggested that the EVs including the miR-709 were incorporated into the HAoECs. Although the expression levels of the FGF2 mRNA were the same in the HAoECs at 8 h after a co-culture with scramble- or miR-709-encapsulating EVs, the expression levels of the FGF2 mRNA were found to be upregulated in HAoECs at 24 h after a co-culture with EVs including the miR-709, as compared with those of HAoECs co-cultured with scramble-encapsulating EVs (Fig. 4B). The data were consistent with the FGF2 expression levels found in vivo 2 days after an injection of miR-709-containing EVs (Fig. 3C). These data suggest that the FGF2 expression was induced by the miR-709 that was transferred from the EVs into the cells. It has been reported that the non-receptor tyrosine kinase BMX is one of the markers of arterial endothelial cells^27^, and that the expression levels of the BMX mRNA are much higher in endothelial stem cells than in non-endothelial stem cells.^28^ The expression levels of the BMX mRNA were found to be upregulated at 24 h after a co-culture with EVs containing miR-709 (Fig. 4C); a finding suggesting that miR-709 may have an ability to activate the arterial endothelial cells.

In an attempt to elucidate the link between miR-709 and FGF2, we explored the miR-709 target genes that are related to FGF2. It has been reported that the Wnt pathway activates the FGF2 in fibroblasts^29^, and that miR-709 can target in one place the 3′UTR of GSK3B, followed by an activation of the Wnt signaling pathway (Supplementary Fig. 4)^30^. The study reported that miR-709 had one binding site for the 3′UTR of the mouse and the human GSK3B, as predicted by TargetScan (https://www.targetscan.org/vert_80/). In order to predict the 3′UTR of the GSK3B targeted by miR-709, we used the RNA22 v2 miRNA target detection software instead of TargetScan. A target scan algorithm (RNA22 v2 miRNA target detection) predicted that miR-709 might have five binding sites for the 3′UTR of the human GSK3B (Fig. 5A) and six binding sites for the 3′UTR of the mouse GSK3B (Supplementary Fig. 3). Our study showed that miR-709 actually had three binding sites for the 3′UTR of the human GSK3B (Fig. 5B). The knockdown of the GSK3B and EVs containing miR-709 increased the cell growth and the FGF2 expression in HAoECs (Fig. 5C,D, Supplementary Fig. 5). Our data suggested that the miR-709-encapsulating EVs were incorporated into the endothelial cell, and that miR-709 downregulated the GSK3B protein, thereby allowing for the proliferation of the endothelial cells. EVs that were directly transfected with exhibited downregulated GSK3B protein in 293 T cells (Supplementary Fig. 6B,C). This experiment was conducted in 293 T cells because cell death was observed three days after addition of miRNA mimic in transfected EV-treated HAoEC cells. Although it has been reported that miR-709 does not inhibit GSK3B in mouse primary hepatocytes^31^, it does inhibit GSK3B in mouse 3T3-L1 cells^30^. It is also known that miR-709 silences EGR2 by binding to the 3′UTR and the promoter region of EGR2^32^. Meanwhile, EGR2 is expressed in venular endothelial cells, but not in the endothelial cells of arterioles and post-arterial capillaries, based on an analysis of single-cell transcriptomic profiling for human dermal blood endothelial cells^33^. These suggest that miR-709 is expressed in arterial, but not in venous, endothelial cells. It has also been reported that miR-709 expression levels increase over time from postnatal day 0–21 during mouse retinal development^34^. It is also predicted that miR-709 targets SEMA3F, an angiogenic inhibitor^35^. These findings suggest that miR-709 may inhibit the functions of angiogenesis inhibitory genes.

In this study, we demonstrated that miR-709 is an angiogenic miRNA. miR-709-encapsulating EVs recovered the blood flow in hindlimb ischemic model BALB/c mice and increased the expression levels of FGF2 mRNA in their thigh tissues. Co-culturing with miR-709-encapsulating EVs also increased the expression levels of FGF2 and BMX mRNAs in HAoECs. The binding of miR-709 to the 3′UTR of GSK3B caused an upregulation of the FGF2 expression and an increase of the proliferation of endothelial cells. Therefore, our results suggested that miR-709 might be a promising angiogenic agent for the treatment of CLI.

## Methods

### Animals

All animal procedures were approved by the Institutional Animal Care and Use Committee of Yamaguchi University (No. 31-101). The study was conducted in accordance with the relevant guidelines and carried out in compliance with the ARRIVE guidelines. The methods were carried out in accordance with the approved guidelines and the ARRIVE guidelines. Male C57BL/6 and male BALB/c mice were purchased from Japan SLC, Inc. (Shizuoka, Japan). Five mice were housed in the same cage (mouse polycarbonate cage, #TM-PC-5-I(1), Tokiwa, Tokyo, Japan) Fir wood shavings were used as beddings. Mice were bred in a temperature-, humidity-, and light-controlled sub-SPF room (22 ± 2 °C, 70 ± 20%, and 12 h light/dark cycles, respectively) at Institute of Life Science and Medicine Yamaguchi University. Food and water were provided ad libitum. Mice were randomly divided into each group. Anesthesia was maintained with 1.5–2% isoflurane (MSD Animal Health, Tokyo, Japan).

### miRNA extract and array analysis

Mice were anesthetized through the inhalation of 1.5% isoflurane during the surgical procedure. For the first screening, the left femoral artery and vein in 8-week-old C57BL/6 and BALB/c mice was ligated at two points, and was severed with an electric scalpel between the ligated points. In order to collect plasma at 24 h after the ligation of the left femoral artery, blood was drawn from the abdominal vena cava by using a 26-G syringe including 0.1 mL of 1% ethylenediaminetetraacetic acid (EDTA). The collected blood was transferred to a 1.5-mL tube, and was centrifuged at 1,200 g for 20 min, at 4 °C. The supernatant was placed in a new 1.5-mL tube, and was stored at −80 °C. EVs were isolated from the obtained plasma by using the total exosome isolation kit (#4484450; Thermo Fisher Scientific, Waltham, Massachusetts, USA). miRNAs in the EVs were extracted with the use of a total exosome RNA and protein isolation kit (#4478545; Thermo Fisher Scientific). The miRNA expression levels were analyzed in each of the five-sample pools (n = 5 in C57BL/6, and n = 5 in BALB/c) by using 3D-Gene® miRNA oligo chips (Toray Industries, Inc., Kamakura, Kanagawa, Japan) (GEO accession: GSE217938 and Supplementary Data).

### Plasmids expressing miRNAs

In order to construct the plasmids expressing the 43 miRNAs shown Supplementary Table 1, the C57BL/6 mouse genome was amplified with Ex Taq (TaKaRa Bio Inc., Kusatsu, Shiga, Japan) and primers (Supplementary Table 1), and the amplified DNA was ligated to a T-vector pMD20 (#3270; TaKaRa Bio Inc). Primers were designed with reference to mice chromosome region (Supplementary Table 1). DNA fragments were subcloned from the T-vector pMD20 into the restriction enzymes’ (Supplementary Table 1) site of the pmR-mCherry vector (#Z2542N; TaKaRa Bio Inc).

### Preparation of miRNA-containing EVs for the aortic ring assay

293 T cells (#RCB2202) were provided by the RIKEN BRC through the National Bio-Resource Project of the MEXT/AMED, Japan. The cells were cultured in Dulbecco’s modified Eagle medium (DMEM; #11995-065; Thermo Fisher Scientific) supplemented with 10% exosome-depleted fetal bovine serum (FBS; #A2720801; Thermo Fisher Scientific), and 0.5 mL of 293 T cells (2 × 10^5^ cells/mL) were seeded in 24-well plates. Subsequently, the cells were transfected with 1 μg of the plasmid by using 1 μL of the X-tremeGENE HP DNA transfection reagent (Roche), and were incubated overnight. After removing the culture medium from the wells, 1.2 mL/well of fresh DMEM supplemented with 10% exosome-depleted FBS was applied to the same wells. The culture medium was collected after 3 days. The EVs included in the culture medium were isolated by using the total exosome isolation reagent (from cell culture media; #4478359; Thermo Fisher Scientific). Finally, the pellets were dissolved with 420 μL of Opti-MEM™ I reduced serum medium (Thermo Fisher Scientific).

### Aortic ring assay

An aortic ring assay was carried out based on previous reports^36,37.^ Femoral arteries were removed from both thighs of BALB/c mice, and were immersed in phosphate-buffered saline (PBS) on ice. At first, 50 μL of Matrigel (Cornig) were applied on 44 wells of a 96-well plate that was plated on ice. An aortic ring was placed on the Matrigel of each well. Subsequently, 50 μL of Matrigel were added in each well, and the 96-well plate was incubated at 37 °C, in 5% CO2, overnight. The next day, 50 μL of the EVs’ solution were applied on each well, and the 96-well plate was incubated for 5–7 days at 37 °C, in 5% CO2. Three independent experiments were performed. If neovascularization was observed under the microscope even at a rate of one out of three, the miRNA was considered to have an angiogenic potential.

### Preparation of miRNA-containing EVs for screening by using the hindlimb ischemia model

293 T cells were seeded in 6-well plates, and were cultured in DMEM supplemented with 5% exosome-depleted FBS. Cells were transfected with 2 μg of plasmid by using 2 μL of X-tremeGENE HP DNA transfection reagent (Roche), and were incubated overnight. After removing the culture medium from the wells, 2 mL/well of fresh DMEM supplemented with 5% exosome-depleted FBS were applied to the wells. The culture medium was collected after 5 days. The EVs included in the culture medium were isolated by using the total exosome isolation reagent. The pellets were then dissolved with 400 μL of PBS.

### Screening of angiogenic miRNAs by using a lower ischemia model

The left femoral artery was ligated in one place in 7-week-old BALB/c mice. The next day, a total of 100 μL of EVs were injected in two places in the femoral muscle. Blood flow was analyzed by using a laser speckle perfusion imaging system (OMEGA ZONE, Omega Wave). Three mice per one group in one experiment were assessed. Two independent experiments were performed. Blood flow was analyzed in six mice per group.

### Preparation of miRNA-encapsulating EVs

293 T cells were cultured in HE100 medium (Gmep Incorporated, Kurume, Fukuoka, Japan) with L-glutamine. Scramble, miR-709, and miR-1247-3p mimics were synthesized by Ajinomoto Bio-Pharma Services, GeneDesign Inc. (Osaka, Japan). 293 T cells were seeded in a 10-cm dish (2 × 10^6^ cells/dish) by using 10 mL of HE100 medium supplemented with L-glutamine. The next day, the 293 T cells were transfected with 600 pmol of miRNA mimics by using 25 μL of the RNAiMAX transfection reagent (#13778075; Thermo Fisher Scientific), and were incubated for 24 h after transfection. After removing the culture medium from the dishes, 10 mL/dish of fresh HE100 medium supplemented with L-glutamine was applied to the dishes. The culture medium was collected after 3 days. The culture medium was concentrated with Amicon Ultra-15 (#UFC901024, Merck Millipore Ltd.), and the concentrated solution was applied to a qEV2 70 column (Meiwafosis Co., Ltd., Tokyo Japan) in order to isolate the EVs. The EV concentration was measured by using a CD9/CD63 exosome ELISA kit (#EXH0102EL; Cosmo Bio Co., Ltd., Tokyo, Japan).

### Introducing miRNAs directly into EVs

293 T cells were cultured in HE100 medium with L-glutamine. The culture medium was concentrated using an Amicon Ultra-15 and the concentrated solution was applied to a qEV2 70 column to isolate the EVs. The EV concentration was measured using a CD9/CD63 exosome ELISA kit. Scrambled or miR-709 mimics were directly transfceted into EVs using the Exo-Fect siRNA/miRNA Transfection Kit (#EXFT200A-1, SBI). 293 T cells (5 × 10^4^ cells/2 mL/well) were seeded into 6-well plates in DMEM with 5% FBS and cultured overnight. 293 T cells were incubated with scrambled or miR-709-EVs overnight and cultured for 2 days after a medium exchange. Proteins were extracted three days after culture with the addition of scrambled or miR-709-EVs.

### Western blotting for EVs

EVs (1,000 pg/ 300 μL) were pelletized by using the total exosome isolation reagent. The pellets were dissolved with 50 μL of 4 × Laemmli sample buffer (#1610747, Bio-Rad). Subsequently, 10 μL of each sample (200 pg EVs) were applied to each well and were subjected to Western blotting by using a CD9 monoclonal antibody (Ts9; 1:500; #10626D; Thermo Fisher Scientific), a CD81 monoclonal antibody (M38; 1:500; #10630D; Thermo Fisher Scientific), a GM130 (D6B1) XP® rabbit monoclonal antibody (1:500; #12480; Cell Signaling Technology), a goat anti-mouse Ig/HRP (affinity isolated) antibody #P0447; Dako, Glostrup, Denmark), and a goat anti-rabbit Ig/HRP (affinity isolated) antibody (1:2,000; #P0448; Dako). Extracted proteins were visualized by using the ECL™ prime Western blotting detection reagent (#RPN2232; Cytiva, Marlborough, MA, USA). The images were detected by using Amersham™ Imager 600 (GE Healthcare). Precision Plus Protein™ Dual Color Standards was used as a marker (#1610374, Bio-Rad).

### EV size distribution and morphology

The EV size distribution was analyzed by using LM10 NanoSight (Malvern Instruments, UK). The relevant results are shown by standard error (n = 5). The morphology of the EVs was observed with a transmission electron micrograph.

### Analysis of miRNA expression levels in miRNA-encapsulating EVs and miRNA directly -transfected EVs

miRNAs were extracted from cells and EVs with the use of miRNeasy mini kits (#217004; Qiagen) and the total exosome isolation reagent. cDNAs were synthesized from miRNAs with the use of the TaqMan™ advanced miRNA cDNA synthesis kit (#A28007; Thermo Fisher Scientific), and qPCR was performed by using the cDNAs with a TaqMan™ fast advanced master mix (Thermo Fisher Scientific) and the following TaqMan advanced miRNA assays (Thermo Fisher Scientific): hsa-miR-186-5p (477940_mir), mmu-miR-709 (mmu482967_mir), and mmu-miR-1247-3p (mmu480903_mir). Quantitative PCR was performed on a StepOnePlus instrument (Thermo Fisher Scientific), and the employed quantitative PCR parameters for cycling were as follows: 95 °C for 20 s, 40 cycles of PCR at 95 °C for 1 s, and 60 °C for 20 s. All reactions were undertaken in 20-μL reaction volumes, in triplicate. The miRNA expression levels were determined by using the 2^–ΔCT^ method.

### Analysis of the levels of the FGF2 mRNA after injecting miR-709-containing EVs in hindlimb ischemia model mice

The left femoral artery in 14-month-old BALB/c mice was ligated in one place. At 4 days after the ligation of the left femoral artery, a total of 100 μL of EVs (100 pg) were injected in two places in the femoral muscle. Two days after injecting the EVs, the femoral muscles were removed and were stored at 4 °C, overnight, after being immersed in the RNAlater™ stabilization solution (#AM7020; Thermo Fisher Scientific). Total RNAs were extracted from the femoral muscles with the use of the RNeasy mini kit (#74104; Qiagen). The extracted total RNA was then reverse-transcribed into single-stranded cDNA by using the PrimeScript™ RT reagent kits (Perfect Real Time; TaKaRa Bio Inc.), and qPCR was performed by using cDNAs with the SYBR™ select master mix (#4472918; Thermo Fisher Scientific). The primer sequences used are summarized in Supplementary Table 2. Quantitative PCR was performed on a StepOnePlus instrument (Thermo Fisher Scientific). Quantitative PCR parameters for cycling were as follows: 50 °C for 2 min followed by 95 °C for 2 min, 40 cycles of PCR at 95 °C for 3 s, and 60 °C for 30 s. All reactions were performed in 10-μL reaction volumes, in triplicate. The mRNA expression levels were determined by using the 2^–ΔCT^ method.

### FGF2 measurement using ELISA in miRNA-transfected Human aortic endothelial cells (HAoEC)

Human aortic endothelial cells (HAoECs; #C-12271; TaKaRa Bio Inc.) were seeded to 6-well plates (1 × 10^5^ cells in 2 mL/well), and were cultured with (ready-to-use) endothelial cell growth medium MV 2 (#C-22022; TaKaRa Bio Inc) overnight. Subsequently, 100 pmol of miRNA mimics were transfected to the HAoECs, and were left to incubate for 3 days. A total of 300 μL of cold buffer containing 10 mM of Tris–HCl (pH 7.4), 0.5 mM of egtazic acid, 0.5 mM of EDTA, 1% Triton X-100, and cOmplete™ mini protease inhibitor cocktail (Sigma, St Louis, MO, USA) were applied to each well, and the cells were incubated for 30 min on ice and then centrifuged at 13,000 rpm for 20 min, at 4 °C. The supernatants were collected, and their protein concentration was measured by using a Pierce™ BCA protein assay kit (#23227; Thermo Fisher Scientific). After that, 1 μg of protein was applied to each well and the FGF2 concentration was measured by using a human FGF basic/FGF2/bFGF Quantikine HS ELISA kit (#HSFB00D; R&D Systems, Inc., Minneapolis, Minnesota, USA).

### FGF2 mRNA expression after the addition of miR-709-EVs in HAoECs

HAoECs were seeded in 6-well plates (6 × 10^4^ cells in 2 mL/well) and were incubated overnight. Subsequently, 1,000 pg of scramble- or miR-709-EVs were added in each well, and were incubated for 8, 24, and 48 h. The expression levels of miR-709, FGF2, and BMX were analyzed by the method described above.

### 3′UTR luciferase reporter assay

A pmirGLO dual-luciferase miRNA target expression vector (#E1330; Promega) was used for the 3′UTR luciferase assays. The 3′UTR of the human and the mouse GSK3B sequences targeted by miR-709 were predicted based on the RNA22 v2 miRNA target detection software (https://cm.jefferson.edu/rna22/Interactive/). Supplementary Table 3 summarizes the oligo sequences used for constructing the 3′UTR plasmids for the human GSK3B. The plasmids for the 3′UTR luciferase assays were constructed as described previously^38^. For the 3′UTR luciferase assay, 293 T cells were seeded to 48-well plates (2 × 10^4^ cells in 0.2 mL/well) and were cultured at 37 °C, in 5% CO2, overnight. 293 T cells were then transfected with 40 pmol of the miR-709 mimic and 200 ng of pmirGLO dual-luciferase miRNA target expression vectors with wild-type or mutated target sequences by using 0.67 μL of lipofectamine 2000 (Thermo Fisher Scientific) for each well of a 48-well plate. The luciferase assay was performed at 2 days after transfection by using the dual-luciferase® reporter assay system (#E1910; Promega). The recombinant DNA research was approved by the Genetic Modification Safety Committee of Yamaguchi University (#J20003).

### FGF2 and GSK3B protein expression and cell proliferation assay in GSK3B-knockdown HAoECs and miR-709-EVs-treated HAoECs

For GSK3B-knockdown HAoECs, a pSIH1-H1-Puro shRNA cloning and expression vector (#SI500A-1; SBI) was used for the target gene knockdown. Target sequences for knockdown were predicted based on siDirect version 2.0 (http://sidirect2.rnai.jp/) data. Supplementary Table 4 presents the target sequences and the oligo sequences used for the construction of the plasmids. 293 T cells were seeded in 10-cm dishes and were transfected with 6 μg of the pSIH1-H1-Puro shRNA cloning and expression vector and with 4 μg of the pPACKH1 lentivector packaging kit (#LV500A-1; SBI) by using 10 μL of the X-tremeGENE HP DNA transfection reagent (Roche) for constructing pseudoviral particles. HAoECs were incubated with the pseudoviral particles and the TransDux MAX lentivirus transduction enhancer (#LV860A-1; SBI) for 3 days, and were cultured under puromycin dihydrochloride (#A1113803; Thermo Fisher Scientific) for 2 days followed by a further culturing of the cells for the undertaking of the proliferation assay. For miR-709-EVs-treated HAoECs, cells (1 × 10^4^ cells in 2 mL/well) were seeded in a 6-well plate and incubated overnight. Subsequently, 500 pg of scramble- or miR-709-EVs were added in each well and incubated for 3 days. For the determination of the FGF2 and GSK3B protein expression, the protein was extracted by the method described above. Subsequently, 30 μg of the sample were applied to each well and were subjected to Western blotting by using a β-actin (13E5) rabbit monoclonal antibody (1:1,000; #4970; Cell Signaling Technology, Inc.), a GSK-3β (27C10) rabbit monoclonal antibody (1:1,000; #9315; Cell Signaling Technology, Inc.), an anti-FGF2 (EPR20145-219) antibody (1:1,000; #ab208687; Abcam), and a goat anti-rabbit Ig/HRP (affinity isolated) antibody (1:2,000; Dako). For the undertaking of the cell proliferation assay, the cells (5 × 10^3^ cells in 0.2 mL/well) were seeded into a 96-well plate and were incubated for 7 days. Cell proliferation was evaluated by absorbance measurements at 490 nm, through the use of a 2030 ARVO X4 (PerkinElmer, Boston, MA, USA) after using the CellTiter 96® AQueous One Solution Cell Proliferation Assay kit (#G3580, Promega) according to the manufacturer’s instructions.

### Statistical analysis

All statistical analyses were performed by using the GraphPad Prism 8 software (GraphPad Software, USA). A p-value of <0.05 was considered as indicative of statistically significant differences.

### Ethical approval and consent to participate

All animal procedures were approved by the Institutional Animal Care and Use Committee of Yamaguchi University (#31-101). The methods were carried out in accordance with the approved guidelines.

### Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated and/or analysed during the current study are available in the GEO repository (GEO accession: GSE217938).

# Supplementary material for: miR-709 exerts an angiogenic effect through a FGF2 upregulation induced by a GSK3B downregulation
**Source:** Sci Rep. 2024 May 18;14:11372. doi: 10.1038/s41598-024-62340-4
**Supplement:** Supplementary file 1 — Supplementary Information.

Supplementary Figure 1

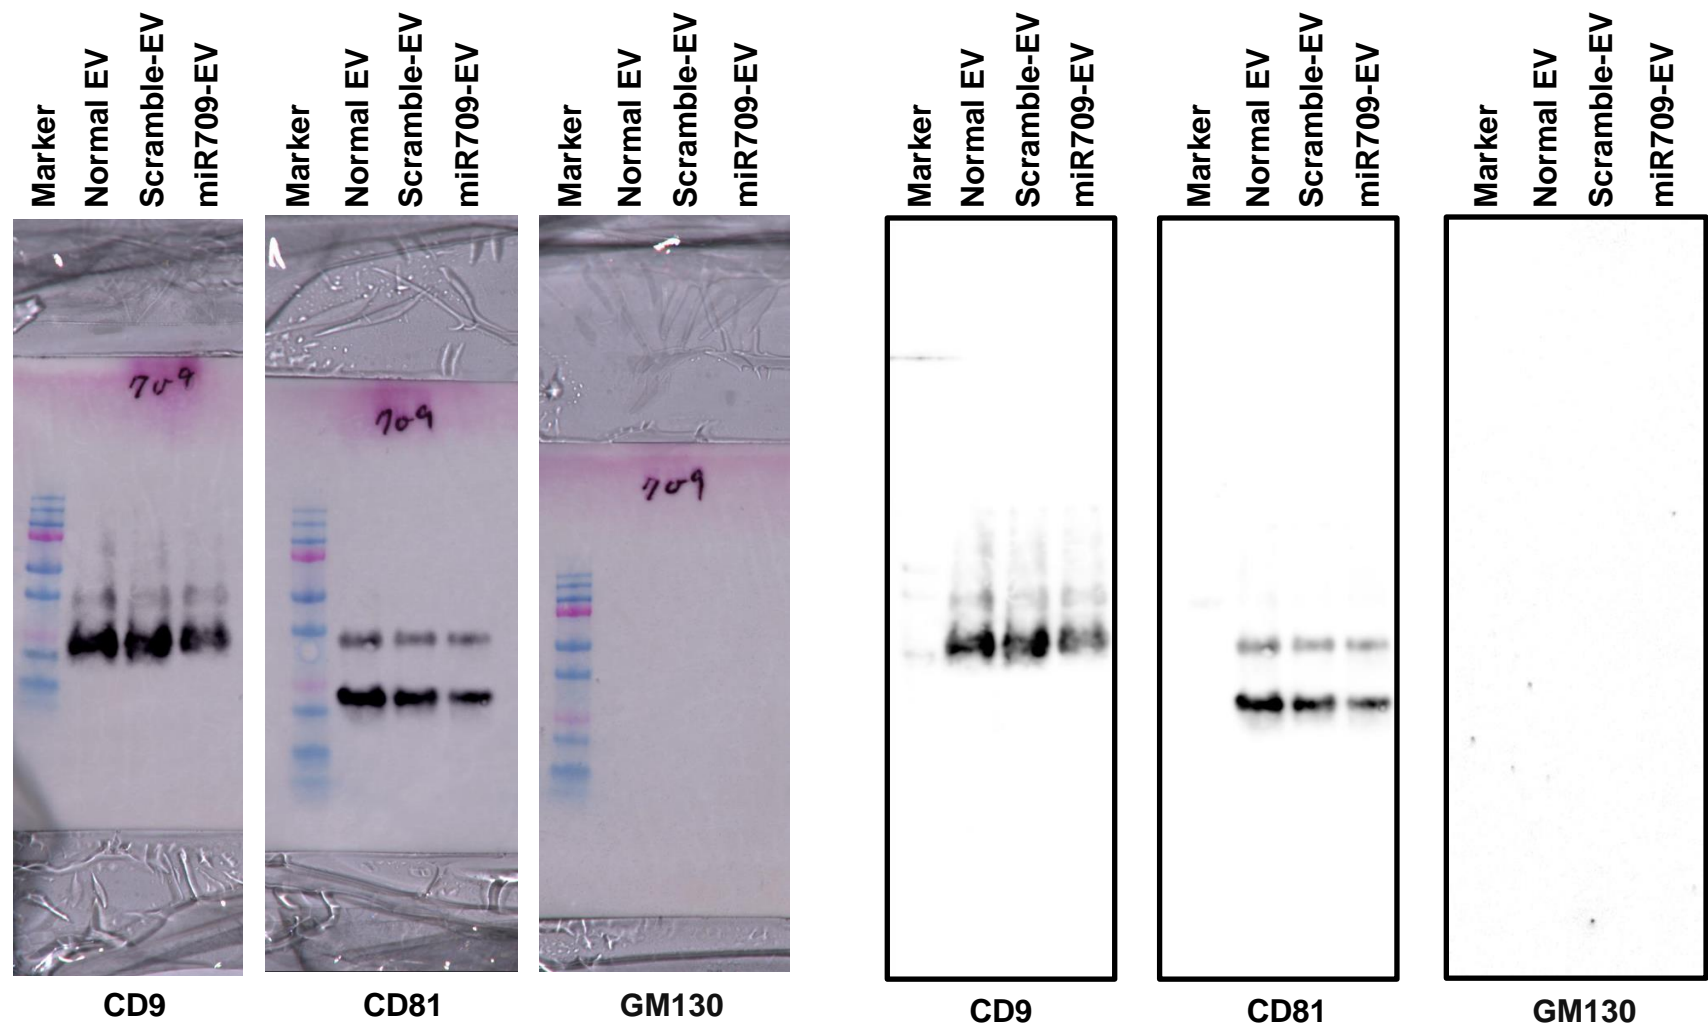

Supplementary Figure 2

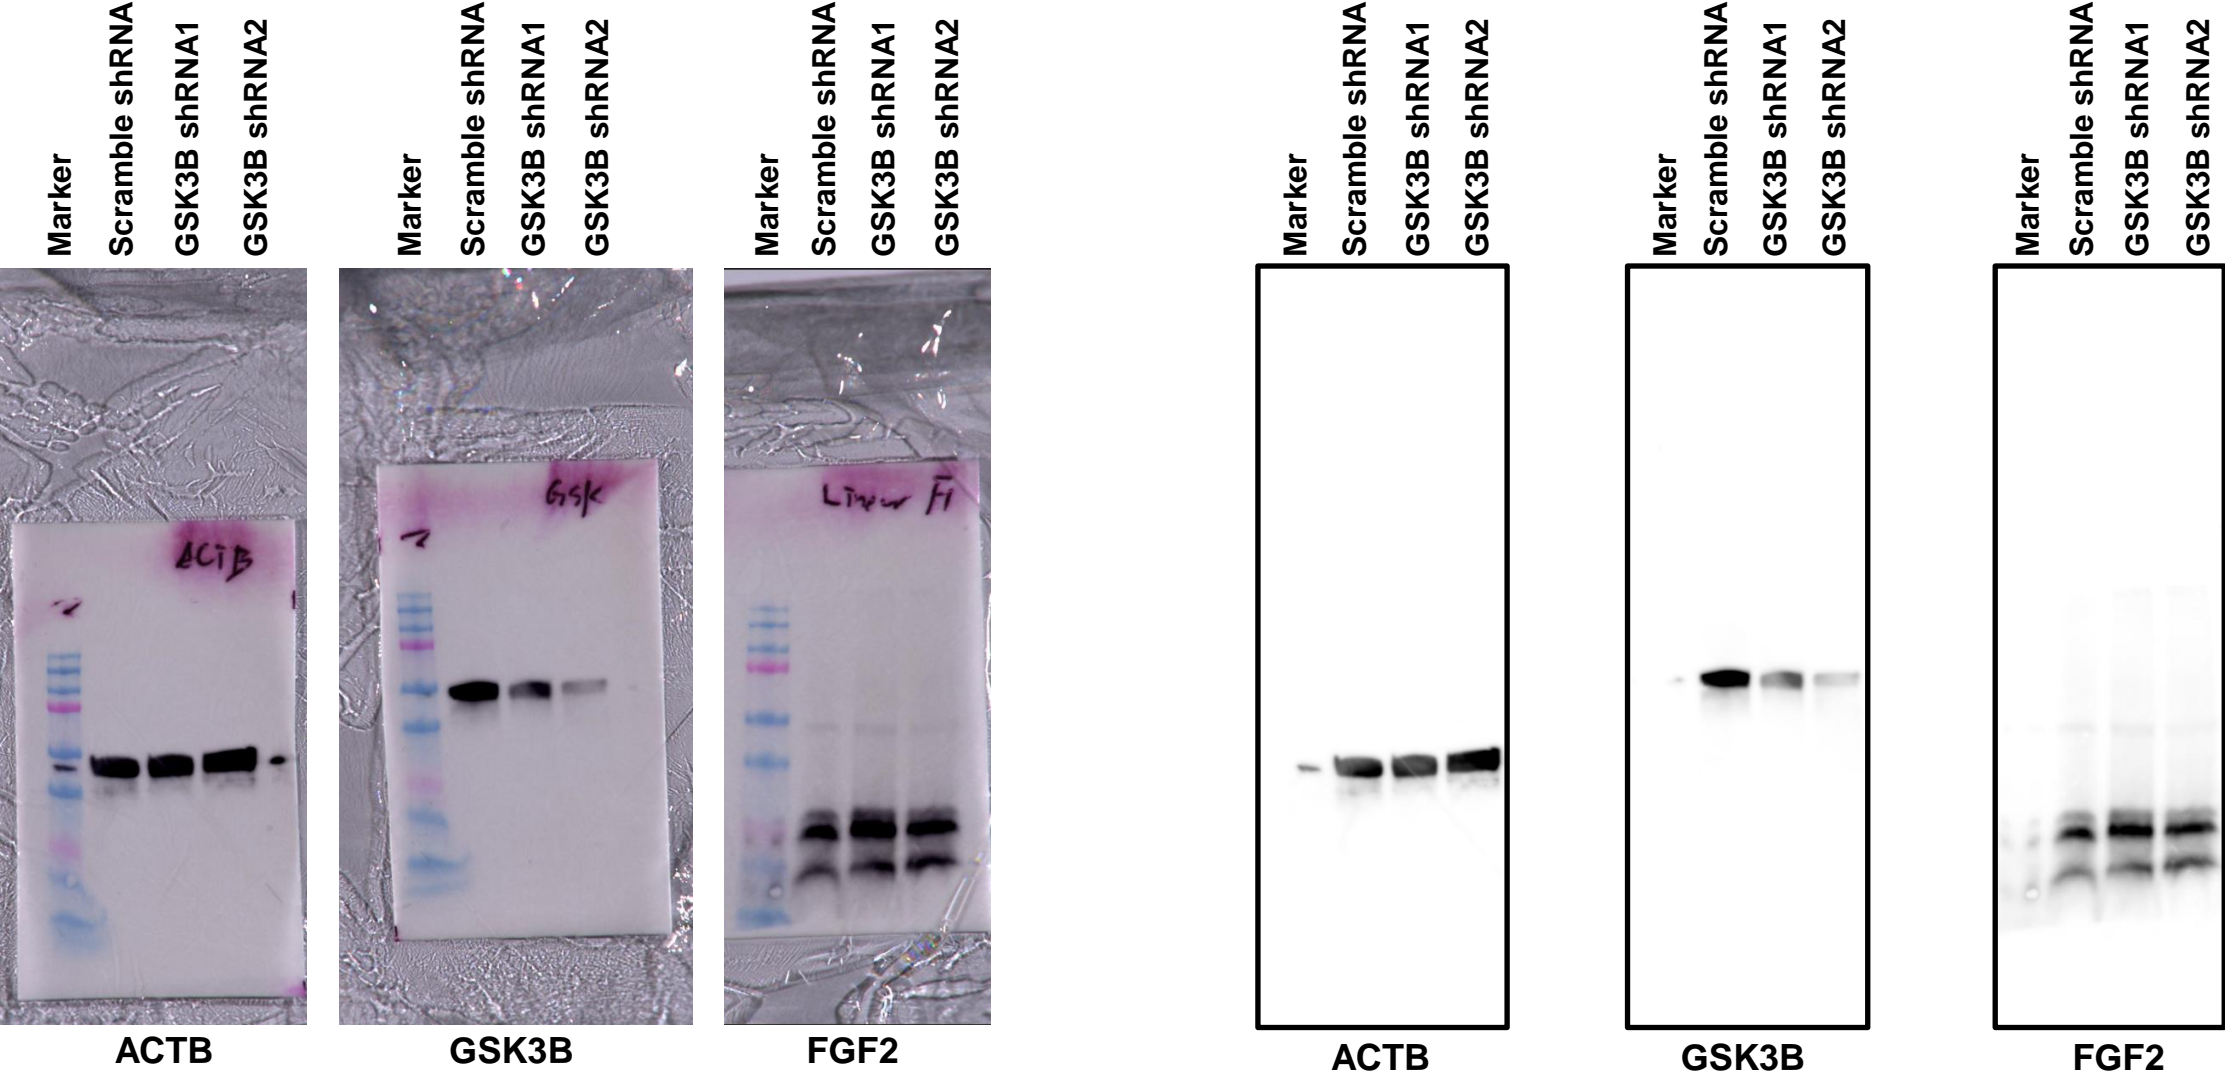

Supplementary Figure 3

Mouse GSK3B 3'UTR ENSMUST00000023507.13

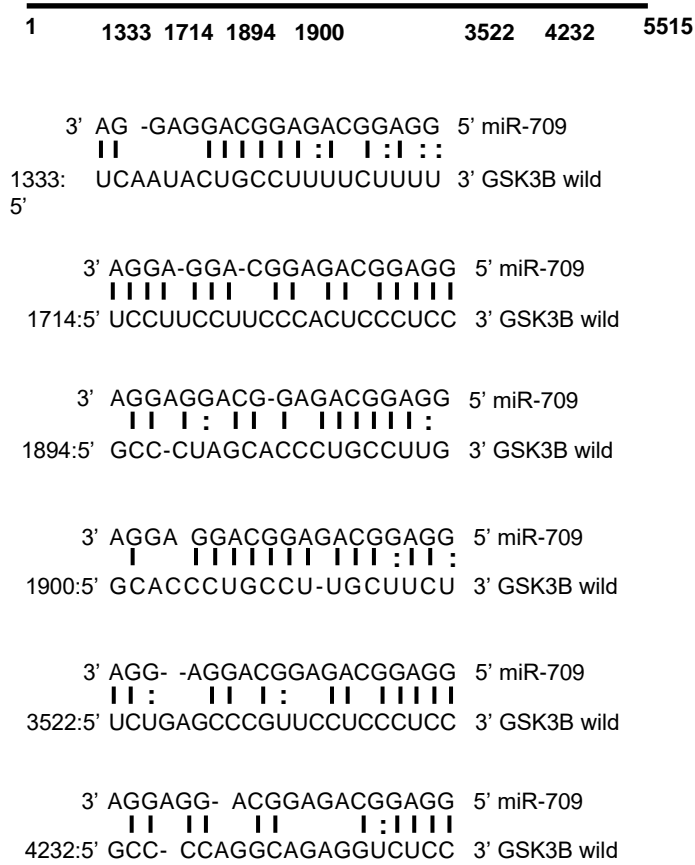

Supplementary Figure 4

3' AGGAGGACGGA**GACGGAG**G 5' miR-709
                  | | | | |
342:5' AAACCAGACUCCUGCCUCA 3' GSK3B mouse
324:5' AACAGGACUCCUGCCUCA 3' GSK3B human

Supplementary Figure 5

A

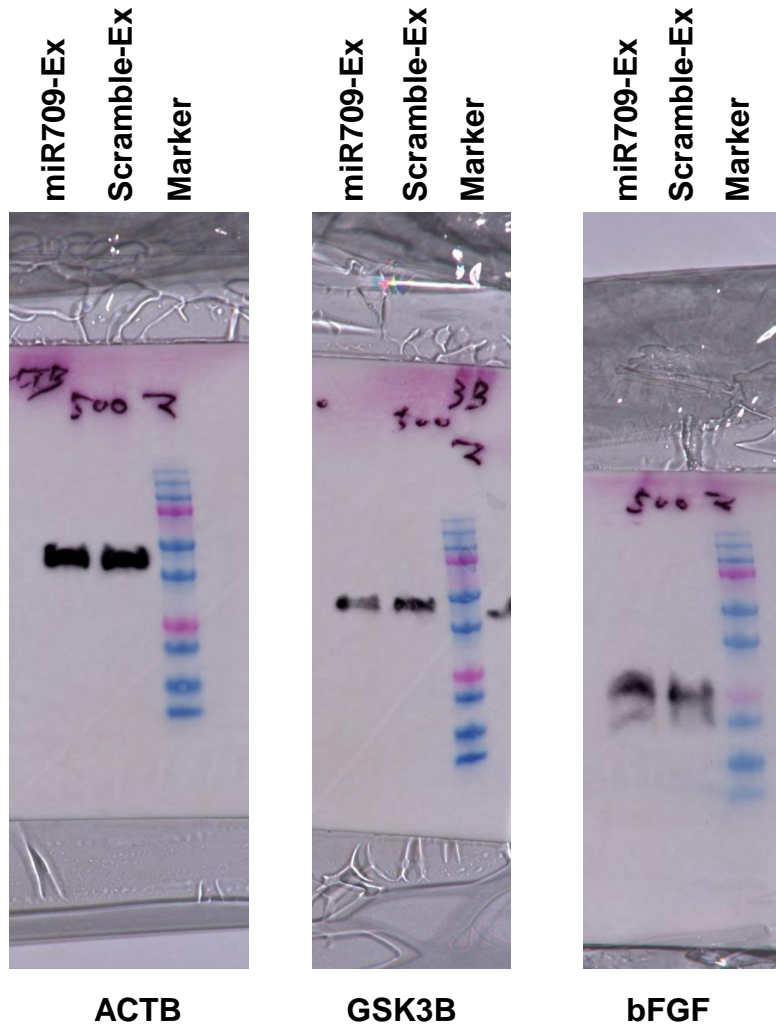

B

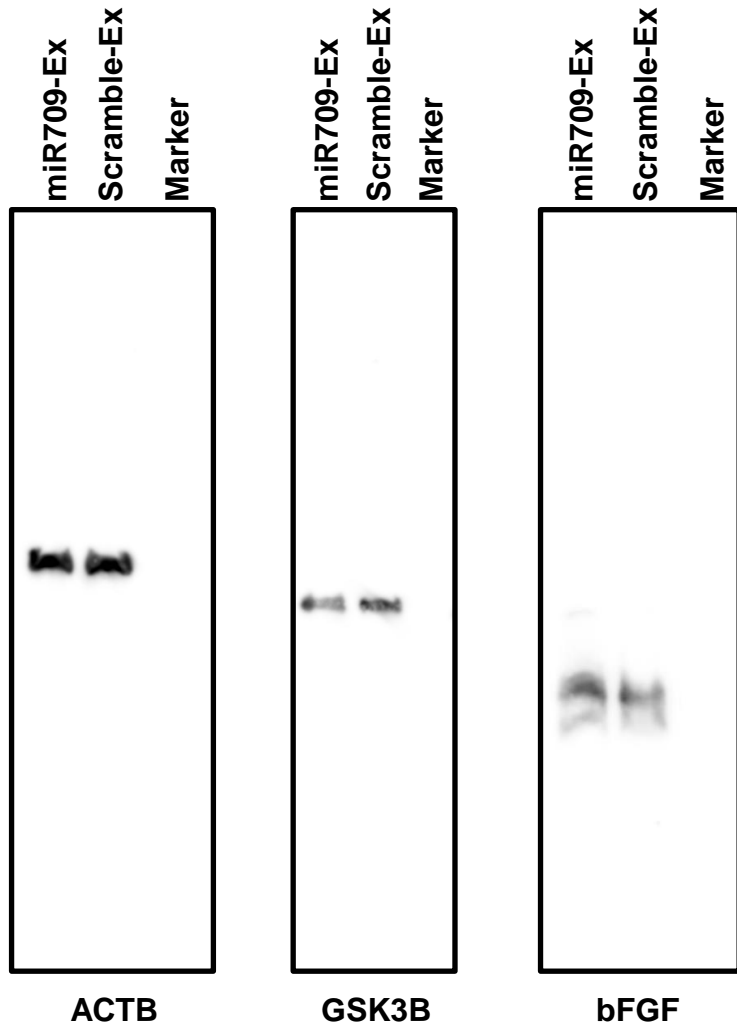

Supplementary Figure 6

A

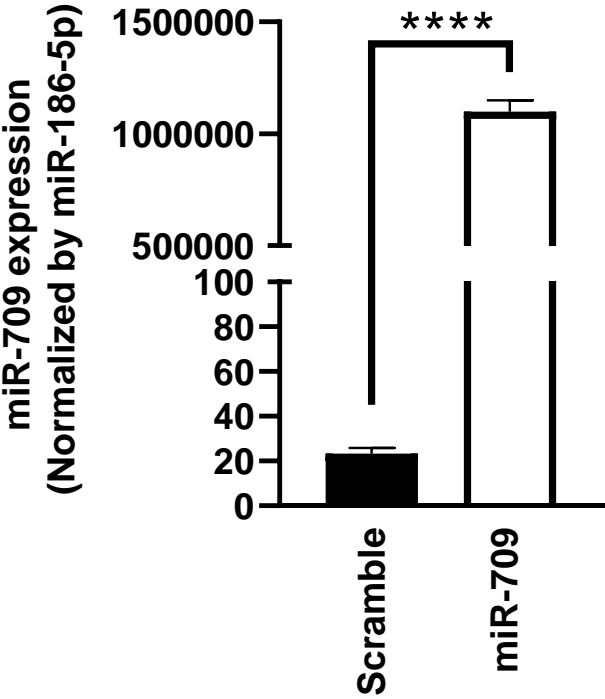

B

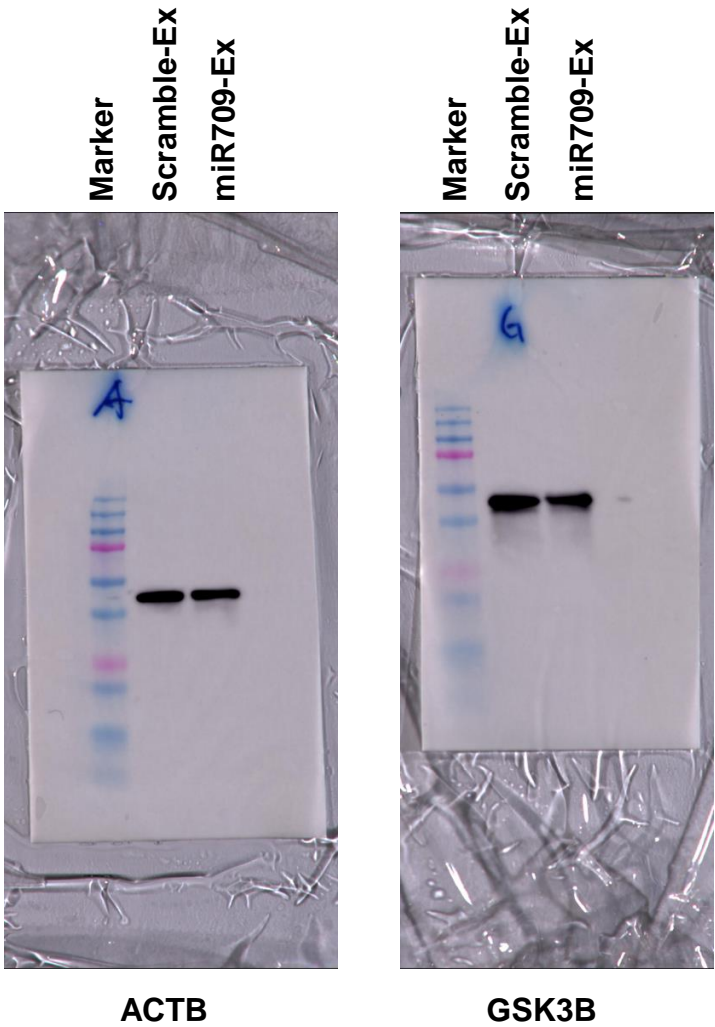

C

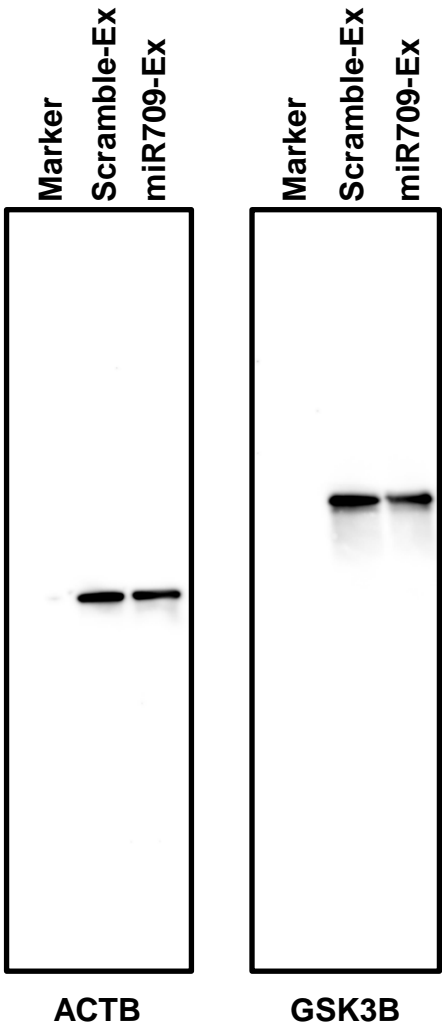

Supplementary Figure legends

Supplementary Figure 1

Raw data for Figure 2A. These figures represent full-length blots with and without colorimetric markers (left and right sides). The exposure was captured in the automatic mode.

Supplementary Figure 2

Raw data for Figure 5C. These figures represent full-length blots with and without colorimetric markers (left and right sides). Figure 5C was excised from the western blot data with the colorimetric markers presented in this figure (Supplementary Figure 2); however, Figure 5C did not undergo any image processing. The exposure in the figures on the right was captured in automatic mode without colorimetric markers.

Supplementary Figure 3

Mouse GSK3B 3'-UTR sequences (ENSMUST00000023507.13) and complementary miR-709-binding sequences. The miR-709-binding sites at six sites in the mouse GSK3B 3'-UTR were predicted using RNA22 v2 miRNA target detection. The upper sequence corresponds to that of miR-709, whereas the lower sequence corresponds to the target sequence of mouse GSK3B.

Supplementary Figure 4

miR-709-binding sites in the mouse and human GSK3B 3'-UTR, as predicted by TargetScan. The upper sequence corresponds to miR-709, the middle sequence is the mouse 3'-UTR sequence of GSK3B, and the bottom sequence is the human 3'-UTR sequence of GSK3B.

Supplementary Figure 5

miRNA-709-encapsulating EVs upregulate GSK3B and FGF2 expression in HAoECs. GSK3B and FGF2 protein levels were measured by western blot analysis in HAoECs three days after co-culture with miRNA-709-encapsulating EVs. ACTB was used as an internal control. A and B: GSK3B and FGF2 protein levels in HAoECs three days after co-culture with miRNA-709-encapsulating EVs. A: Full-length blots with colorimetric markers are shown. B: Full-length blots without colorimetric markers.

Supplementary Figure 6

EVs directly transfected with miR-709 downregulated GSK3B protein in 293T cells. A: miRNA mimics were directly transfected into EVs isolated from the supernatant of 293T cells, and the expression of miRNA mimics was analyzed by qPCR. The miR-709 expression levels were

normalized to those of miR-186-5p. B: Full-length blots with colorimetric markers. C: Full-length blots without colorimetric markers. GSK3B protein levels were measured using western blot analysis in 293T cells. ACTB was used as an internal control.

Supplementary Table 1. Sequences of the miRNAs identified by the first screening.

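Supplementary Table 1 gives, for each of the 43 miRNAs, the range of the mouse genome for which its primers were designed, the primers and the length of the PCR product. The ranges are 656 to 731 bases long and the PCR products 205 to 397 bases. All 43 ranges hold the gene of their miRNA in the RefSeq annotation of GRCm38.p6, 42 under the same symbol and miR-3154 under the symbol Gm23363, of which Mir3154 is a synonym. The range of miR-3154 also holds Mir199b, the gene of another miRNA. In 34 cases the miRNA gene lies within the bounds of a protein-coding gene. Among the miRNAs with the largest differences between the strains, that of miR-6989-5p lies in Map4k2, miR-6937-5p in Adi1 and miR-7653-5p in Tlcd1. The last column gives the outcome of the second screening, and was read as the number of repeats of the aortic ring assay in which neovascularization was seen, which the table does not define. It is above 0 for 14 miRNAs, with a value of 2 for miR-365-1-5p, miR-7658-5p and miR-6244 and of 1 for the 11 others, miR-709 included.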

Number	miRNA<br>accession number<br>chromosome range	Primer sequence 5' → 3'	Enzyme	PCR<br>product	2nd<br>screening
No1	mmu-miR-135a-1-3p<br>MIMAT0004531<br>chr9:106153824-106154513	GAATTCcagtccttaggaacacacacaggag	EcoRI	294	0
		GGATCCagccctctgttccacatcagag	BamHI		
No2	mmu-miR-365-1-5p<br>MIMAT0017077<br>chr16:13453540-13454226	GAATTCcctcttttagtttggctctctgtg	EcoRI	286	2
		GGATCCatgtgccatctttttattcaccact	BamHI		
No3	mmu-miR-665-3p<br>MIMAT0003733<br>chr12:109586014-109586707	CTCGAGgatgggctttgttactagagcag	XhoI	294	0
		GAATTCcattgtgctactgaagtgtctgtg	EcoRI		
No4	mmu-miR-677-3p<br>MIMAT0017246<br>chr10:128084986-128085663	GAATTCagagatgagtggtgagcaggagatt	EcoRI	279	0
		GGATCCcaaattaaacagccttcaaaaatg	BamHI		
No5	mmu-miR-744-5p<br>MIMAT0004187<br>chr11:65734433-65735132	GAATTCatgtgtgctcattacattttgctg	EcoRI	295	0
		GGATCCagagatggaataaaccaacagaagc	BamHI		
No6	mmu-miR-1893<br>MIMAT0007879<br>chr18:6490264-6490946	GAATTCaactccggttctccatgatcc	EcoRI	238	0
		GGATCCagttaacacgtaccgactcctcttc	BamHI		
No7	mmu-miR-2136<br>MIMAT0011212<br>chr9:104425813-104426487	GAATTCgggaattttgtggttagattttcc	EcoRI	285	0
		GGATCCcagacctctatcaattgactgctt	BamHI		
No8	mmu-miR-3968<br>MIMAT0019352<br>chr11:115447661-115448360	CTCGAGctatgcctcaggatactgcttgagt	XhoI	293	0
		GAATTCgtcgcaacatcgctctacctgct	EcoRI		
No9	mmu-miR-5099<br>MIMAT0020606<br>chr12:36815905-36816578	CTCGAGttccacatctctcttccacca	XhoI	392	1
		GGATCCccctgccttcatacacca	BamHI		
No10	mmu-miR-5122<br>MIMAT0020630<br>chr4:133369476-133370164	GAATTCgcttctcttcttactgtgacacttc	EcoRI	269	0
		GGATCCagcaacacaccctcttaagac	BamHI		
No11	mmu-miR-5131<br>MIMAT0020642	GAATTCattataaagtcgggcccagagag	EcoRI	274	1
		GGATCCagccaggtggtcaggtc	BamHI		

	chr14:45657661-45658353				
No12	mmu-miR-5620-5p<br>MIMAT0022367<br>chr7:7298591-7299246	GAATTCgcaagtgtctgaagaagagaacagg	EcoRI	263	0
		GGATCCaagtagcgggcagtgatttct	BamHI		
No13	mmu-miR-6239<br>MIMAT0024860<br>chr14:117953443-117954147	GAATTCgagcagattggtgtaagtcaaaca	EcoRI	300	0
		GGATCCgtcttgtgtgcagtaaaaactg	BamHI		
No14	mmu-miR-6378<br>MIMAT0025124<br>chr3:34922245-34922951	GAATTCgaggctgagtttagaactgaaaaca	EcoRI	266	0
		GGATCCcgagaatgaaggcagttgaatagt	BamHI		
No15	mmu-miR-6914-5p<br>MIMAT0027728<br>chr10:128382538-128383206	CTCGAGacatcaaacacaggtccagagat	XhoI	218	0
		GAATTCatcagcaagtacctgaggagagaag	EcoRI		
No16	mmu-miR-6937-5p<br>MIMAT0027774<br>chr12:28679025-28679689	CTCGAGggcttgctcttgacactttta	XhoI	254	0
		GAATTCgaagagtaatcatgtcccttctc	EcoRI		
No17	mmu-miR-6980-5p<br>MIMAT0027862<br>chr18:37990587-37991245	GAATTCagtattgtgtccgcacagagagt	EcoRI	292	0
		GGATCCctcactctgtacagtgcagctc	BamHI		
No18	mmu-miR-6987-5p<br>MIMAT0027876<br>chr19:5678704-5679376	GAATTCtctcgttttcttctctctctcc	EcoRI	299	0
		GGATCCgctcctgtagactaccatacttg	BamHI		
No19	mmu-miR-6989-5p<br>MIMAT0027880<br>chr19:6346180-6346844	GAATTCagcagaagcaataactaggacacc	EcoRI	288	0
		GGATCCcagcaacacattgttcacagtag	BamHI		
No20	mmu-miR-6991-5p<br>MIMAT0027884<br>chr19:7422273-7422942	GAATTCgaggatgaaggctgtagagagac	EcoRI	325	0
		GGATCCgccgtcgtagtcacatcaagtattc	BamHI		
No21	mmu-miR-6999-5p<br>MIMAT0027900<br>chr2:91944570-91945230	GAATTCggcctaaggaggctacatttcatt	EcoRI	296	0
		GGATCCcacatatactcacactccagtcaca	BamHI		
No22	mmu-miR-7020-5p<br>MIMAT0027944<br>chr4:139643742-139644411	GAATTCggctgctttacctgaggatatgac	EcoRI	283	1
		GGATCCgctgcagcgtctctctgtattatc	BamHI		
No23	mmu-miR-7042-5p<br>MIMAT0027988	GAATTCtgaggaaatcggaatgtagaaag	EcoRI	218	0
		GGATCCcaacaatacttcacagcttcac	BamHI		

	chr6:113706908-113707565				
No24	mmu-miR-7044-5p	GAATTCatagccactatacccatccttttc	EcoRI	253	0
	MIMAT0027992	GGATCCgacagcagcaagcttgtatcatt	BamHI		
	chr6:118084892-118085563				
No25	mmu-miR-7047-5p	CTCGAGgcaggaagcttaggcctgga	XhoI	227	0
	MIMAT0027998	GAATTCagttgtcatccagcagaatcatgt	EcoRI		
	chr7:24987304-24987967				
No26	mmu-miR-7036b-5p	GAATTCgtctagtgcttgcctccgagt	EcoRI	237	1
	MIMAT0029808	GGATCCgtcagtttttaaagagccgacaag	BamHI		
	chr5:34573851-34574513				
No27	mmu-miR-7658-5p	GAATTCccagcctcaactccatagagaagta	EcoRI	262	2
	MIMAT0029822	GGATCCgccctaacttggtagagaagaca	BamHI		
	chr4:156229759-156230415				
No28	mmu-miR-7662-3p	CTCGAGgctaggcaaggagagaaaaatg	XhoI	210	0
	MIMAT0029831	GAATTCagatcaacagttccacctactcg	EcoRI		
	chr10:62193867-62194527				
No29	mmu-miR-7672-5p	GAATTCcacggtctgaatgggtctgtga	EcoRI	299	0
	MIMAT0029850	GGATCCctctggctcctctgcatgtttt	BamHI		
	chr14:26669247-26669908				
No30	mmu-miR-8110	GAATTCaatcactcggactttctgtttgac	EcoRI	287	1
	MIMAT0031416	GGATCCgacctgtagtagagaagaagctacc	BamHI		
	chr8:89024435-89025131				
No31	mmu-miR-8112	CTCGAGacttccctcagggaagtcagg	XhoI	205	0
	MIMAT0031418	GAATTCggcgggaactcacttctct	EcoRI		
	chr6:71271371-71272101				
No32	mmu-miR-211-3p	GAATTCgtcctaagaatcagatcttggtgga	EcoRI	228	0
	MIMAT0017059	GGATCCacttcatttcagaagcagagaaga	BamHI		
	chr7:64205506-64206211				
No33	mmu-miR-671-5p	GAATTCctgttctacaatgctgactacctg	EcoRI	222	1
	MIMAT0003731	GGATCCgacaacgggtgtacagttcct	BamHI		
	chr5:24591814-24592511				
No34	mmu-miR-709	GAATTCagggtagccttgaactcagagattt	EcoRI	278	1
	MIMAT0003499	GGATCCaaaacggactcctctaggtgttct	BamHI		
	chr8:84085799-84086486				
No35	mmu-miR-1247-3p	GAATTCctctcccactagggttagctgtt	EcoRI	264	1
	MIMAT0014801	GGATCCctaaaaagcctcagcacagttc	BamHI		

	chr12:110277748-110278429				
No36	mmu-miR-1894-3p	GAATTCcaatcgggtctcttaaattcca	EcoRI	397	0
	MIMAT0007878	GGATCCtttctctgccatctcttacc	BamHI		
	chr17:35917589-35918269				
No37	mmu-miR-3154	GAATTCcgggttgacactaggtaggagt	EcoRI	287	0
	MIMAT0035714	GGATCCgtagacggagtgaggatcctctg	BamHI		
	chr2:32317965-32318643				
No38	mmu-miR-5132-5p	GAATTCgtgccgttctacaaagtgatg	EcoRI	259	1
	MIMAT0020643	GGATCCgtgaggatgtgaacgaggtcag	BamHI		
	chrX:74023228-74023898				
No39	mmu-miR-5627-5p	GAATTCaagtgagtcgacatttcctc	EcoRI	235	1
	MIMAT0022385	GGATCCctaagggtgagacctgagtttctg	BamHI		
	chr12:44210013-44210673				
No40	mmu-miR-6236	GAATTCccataccctttttccactacct	EcoRI	289	0
	MIMAT0024857	GGATCCctgggaagacaccaacagtaactt	BamHI		
	chr9:110280987-110281709				
No41	mmu-miR-6244	GAATTCtaaaaatcttctcgggtgtcctg	EcoRI	278	2
	MIMAT0024864	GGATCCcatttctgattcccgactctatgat	BamHI		
	chr9:52115323-52116039				
No42	mmu-miR-7005-5p	GAATTCaccctgggtctcttctatgacttc	EcoRI	269	1
	MIMAT0027914	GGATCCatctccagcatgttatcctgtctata	BamHI		
	chr2:180179455-180180123				
No43	mmu-miR-7653-5p	GAATTCgaacgggtgtccccaactgtc	EcoRI	243	0
	MIMAT0029812	GGATCCatacaatggagtggtgaaagagac	BamHI		
	chr11:78178527-78179187				

Notes: Uppercase letters represent the restriction enzyme sites. Upper rows in each primer sequence represent the forward primers, while lower rows in the primer sequence represent the reverse primers.

Supplementary Table 2. Primer sequences used for the undertaking of quantitative PCR.

Gene name	Forward primer 5' → 3'	Reverse primer 5' → 3'
mouse FGF2	gcgacccacacgtcaaactac	gcacacactcccttgatagacac
human ACTB	gctcctcctgagcgcaag	catctgctggaaggtggaca
human FGF2	agcgaccctcacatcaagc	acggtagcacacactccttg
human BMX	ctgaaaagtagcagcagcagtg	ccatgaaatcttgaggtggtg

Supplementary Table 3. Oligo sequences used for the construction of the 3'UTR plasmids for human GSK3B.

Plasmid's name	Oligo sequence 5' → 3'
3'UTR 1694 wild	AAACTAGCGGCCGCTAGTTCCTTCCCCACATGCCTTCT
	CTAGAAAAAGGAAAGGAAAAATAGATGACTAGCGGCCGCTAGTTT
3'UTR 1694 mutated	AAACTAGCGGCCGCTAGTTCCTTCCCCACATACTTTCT
	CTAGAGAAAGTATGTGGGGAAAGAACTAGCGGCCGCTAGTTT
3'UTR 1774 wild	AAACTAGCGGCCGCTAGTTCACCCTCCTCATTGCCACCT
	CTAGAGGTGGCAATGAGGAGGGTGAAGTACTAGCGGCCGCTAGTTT
3'UTR 1774 mutated	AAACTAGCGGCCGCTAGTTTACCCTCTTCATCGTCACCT
	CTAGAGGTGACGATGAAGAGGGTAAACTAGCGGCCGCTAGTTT
3'UTR 2899 wild	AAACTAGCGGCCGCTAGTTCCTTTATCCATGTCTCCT
	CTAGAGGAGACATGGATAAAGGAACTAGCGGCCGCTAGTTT
3'UTR 2899 mutated	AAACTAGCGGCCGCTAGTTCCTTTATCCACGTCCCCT
	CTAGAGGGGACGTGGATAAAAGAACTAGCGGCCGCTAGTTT
3'UTR 3248 wild	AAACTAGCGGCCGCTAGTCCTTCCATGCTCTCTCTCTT
	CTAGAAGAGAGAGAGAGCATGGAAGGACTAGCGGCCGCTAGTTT
3'UTR 3248 mutated	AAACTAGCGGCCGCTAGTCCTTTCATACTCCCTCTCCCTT
	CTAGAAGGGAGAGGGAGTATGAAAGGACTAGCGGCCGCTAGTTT
3'UTR 4864 wild	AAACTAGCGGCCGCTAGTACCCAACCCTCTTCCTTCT
	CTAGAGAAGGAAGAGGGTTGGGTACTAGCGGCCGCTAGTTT
3'UTR 4864 mutated	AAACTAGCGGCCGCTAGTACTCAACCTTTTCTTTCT
	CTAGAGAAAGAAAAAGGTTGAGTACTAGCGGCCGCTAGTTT

Notes: Upper rows in each set of oligo sequences represent the forward oligo sequences, while lower rows in each set of oligo sequences represent the reverse oligo sequences.

Supplementary Table 4. Target sequence and oligo sequences used for the construction of the plasmids.

Name	Oligo sequence 5' → 3'
Scramble shRNA	GATCC <u>gtgatactgttgcagctgctgac</u> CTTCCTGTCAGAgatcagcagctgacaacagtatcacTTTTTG
	AATTCAAAAA <u>gtgatactgttgcagctgctgac</u> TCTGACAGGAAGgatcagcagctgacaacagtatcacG
GSK3B shRNA1	GATCC <u>tcctgatactgctgtattaaaac</u> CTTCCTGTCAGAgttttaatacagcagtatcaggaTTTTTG
	AATTCAAAAA <u>tcctgatactgctgtattaaaac</u> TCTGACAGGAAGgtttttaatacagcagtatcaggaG
GSK3B shRNA2	GATCC <u>cccaatgtttcgatatctgttc</u> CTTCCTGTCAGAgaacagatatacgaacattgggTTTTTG
	AATTCAAAAA <u>cccaatgtttcgatatctgttc</u> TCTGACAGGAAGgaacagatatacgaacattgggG

Notes: Upper rows in each oligo sequence set represent the forward oligo sequences, while the lower rows in each oligo sequence set represent the reverse oligo sequences. Underlined solid lines highlight the sense sequences of the target genes, while underlined dot lines highlight the antisense sequence of the target genes.

How the deposited data were processed for this re-analysis (not part of the article)

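RNA of plasma EVs from C57BL/6 and BALB/c mice was measured on 2 miRNA arrays, 1 per strain, each with a pool of 5 mice, 24 h after ligation. The paper's other experiments were not analysed here. The deposited scanner output gives, for each of 3200 spots, the median Cy5 intensity of the spot and of its surroundings, without subtraction or normalization. The authors' table gives 1 intensity per detected miRNA on a linear scale and a blank where a miRNA was not detected. How that table was made is not given in the sources used here. From its values, each entry is the spot intensity minus the trimmed mean of the BLANK spots, multiplied by 1 factor per array (1.26 for C57BL/6, 1.06 for BALB/c) that sets the median of the detected miRNAs to 25. Computed this way, the largest difference from the table was 5.65e-06 and 0 detection calls differed.

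Spots were read as deposited, with 1 spot per miRNA for 1900 miRNAs, 896 BLANK spots and 174 spots with no probe. The background was the mean of the BLANK spots after leaving out 45 at each end, which left 806. The share of 5% was set before the data were examined, and its rounding to 45 spots was chosen afterwards because it gave the authors' detection calls. A miRNA was detected above the mean plus 2 SD. The mean was subtracted, and both arrays were scaled to the geometric mean of their 75th percentiles over the miRNAs detected on both (333 and 62.6 before scaling). The local background was not subtracted, since it rose with the spot intensity (Pearson's r 0.965 on the log scale across the miRNAs detected in C57BL/6, which are not independent replicates). A ratio was formed only for miRNAs detected on both arrays. For a miRNA detected only in C57BL/6, a lower bound was taken against the higher of the lowest detected BALB/c signal (8.08 above background) and its own BALB/c signal. Spot noise was not included in this bound.

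With 1 array per strain no p-value between the strains and no SD were computed, and the number of arrays limits the precision. A range for a ratio came from moving both signals by 2 SD of the trimmed BLANK spots. The noise of a list median came from 2000 draws of such spot noise. Each list median was placed among 10000 random lists of the same size, matched on mean level in 10 bins, which describes these arrays only. The lists were erythrocyte, platelet, leukocyte, liver, muscle, endothelial and angiogenesis miRNAs, the let-7 family, the Dlk1-Dio3 cluster, the miRNAs named in the paper, and No1-No31 and No32-No43 of Supplementary Table 1 with its miRNAs positive in the second screening. Some miRNAs, such as miR-126a-3p, are in more than 1 list. The outcome of the second screening was compared between the classes of the first by Fisher's exact test, and levels by a permutation test with 100000 resamples.

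The miRNAs that could be named were fixed before the data were examined: those of Supplementary Table 1 and of the paper's text, members of the lists, the 10 with the largest ratio in each direction, the 10 brightest of each array and the 10 brightest detected in 1 strain only. The names of the paper's tables were known then. Mature miRNAs were matched by their miRBase accession, and genes by name and place in RefSeq's GRCm38.p6 annotation, of which no coordinates are given because the paper names no build.

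The alternatives were detection at 3 SD, BLANK spots not trimmed, the authors' table, scaling on the median of each array's own detected miRNAs, scaling on the median of the shared miRNAs, no scaling, the normexp correction with an offset of 50 followed by quantile normalization, undetected miRNAs set to the BALB/c floor, and a minimum of 10 times that floor on unscaled signals. Scaling on the spike controls, a minimum of 100 in the authors' table and the minimum of 10 times the floor on scaled signals were added after the data were seen. On simulated arrays with 1900 miRNAs, 100 of which were changed by a log2 ratio of 3.00, the medians of changed and unchanged miRNAs differed by 2.99. Only bright miRNAs entered, more than 10 SD above the background of the simulated BALB/c array, and the scaling cancels in this difference. The simulation therefore does not check the scaling or the ratios of dim miRNAs such as miR-709. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used, and R 4.3.3 with limma 3.58.1 for normexp.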

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

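The tests on spots with no probe, on empty spots beside bright ones, and of a common factor between the arrays were chosen only after the results were seen, and the test of the share of neighbours before.

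Outside Supplementary Table 1, 429 miRNAs were detected only in the C57BL/6 EVs, a signal outside the miRNAs that the table lists. Their median intensity was 112 against a threshold of 106. After scaling on the shared miRNAs, 395 of the 460 miRNAs detected only in C57BL/6 had a signal below the one their lower bound is taken against. For these, no lower bound above 1 can be given on this scale. On the authors' scale the bounds are larger, and the lowest of No1-No31 was 11.9-fold instead of 1.87-fold. miR-218-5p, among the dimmest of the 460, had an authors' value of 9.44 in the C57BL/6 EVs. The lowest authors' value in the BALB/c EVs was 8.53. In the other direction, 9 miRNAs were detected only in the BALB/c EVs, a direction that Supplementary Table 1 does not cover: miR-292b-5p, miR-6924-5p, let-7b-3p, miR-423-3p, miR-1954, miR-182-5p, miR-673-3p, miR-292a-3p and miR-34b-3p. Their intensities were 111 to 119 against a threshold of 111, and 6 of them lay less than 3 SD above the background. They are 0.474% of the miRNA spots, while 8 of 174 spots with no probe (4.60%) passed the BALB/c threshold, so that noise around the threshold is not excluded for these 9. Taken at face value, their lower bounds on the scaled values would be 6.00-fold to 12.2-fold, and on the authors' scale 7 of the 9 had a bound above 1, the highest being 1.92-fold. Among the miRNAs detected in both strains, 104 of 178 had the higher scaled signal in BALB/c, also outside that table. The number was 8 on the authors' scale and 35 on the spike controls, a scaling added after the data were seen.

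Noise around the threshold is not enough as the whole cause of the excess of miRNAs detected only in C57BL/6, since 5.17% of 174 spots with no probe passed the C57BL/6 threshold (Wilson 95% interval 2.74% to 9.54%) against 24.2% of the miRNA spots. Light from bright neighbours was tested by the share of these miRNAs that touch a spot above 500, 24.8% against 19.5% of undetected ones, which fell between the bounds set for it and decided nothing by itself. Empty spots that touch such a spot differed from the 1039 others by -0.687 units in the mean (31 spots). This argues against light from neighbours only if spots next to each other in block, row and column also touch on the array, which was assumed. A single factor that makes the whole C57BL/6 array brighter cannot be told apart from a difference between the strains: 394 of the 460 fall below the BALB/c threshold after division by the shared factor, and the number that stay over 4 SD above the BALB/c background is 28, all among No1-No31, with that factor and 8 with the factor of 8.45 of the later registered miRNAs, and each strain has 1 array. The spike controls were 1.71-fold and 1.91-fold brighter on the C57BL/6 array, so that a factor they share is smaller than the shared factor of 5.32. The sources used here do not say at which step they were added, and a factor that arose before that step is not excluded. A difference in the EVs of the strains stays open and untested.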

How the results depend on the processing

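Scaling on the spike controls, the minimum of 100 in the authors' table and the minimum of 10 times the floor on scaled signals were chosen only after the data were seen.

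The number of miRNAs over 20-fold higher in C57BL/6 depended on the scaling between the arrays, and so did the number of No32-No43 among them. Both were 0 on the shared 75th percentile, and both were 12 with the authors' table and with the median of each array's own detected miRNAs, 7 with no scaling and 1 on the spike controls. Each of these settings multiplies all ratios by 1 factor, and the authors' table and the median of each array's own detected miRNAs share the same factor. The number detected only in C57BL/6 was 460, 355 at 3 SD and 386 with untrimmed BLANK spots, 29 with a minimum of 10 times the floor on unscaled signals, 2 with that minimum on scaled signals, and 31 with a minimum of 100 in the authors' table. The minimums leave out dim miRNAs by construction. All 31 of No1-No31 met the first criterion at 3 SD and with untrimmed BLANK spots, 29 with the minimum of 10 times the floor on unscaled signals and 2 on scaled signals. Without a minimum, scaling does not enter that criterion.

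The list medians are relative to the shared miRNAs, so that the 5 settings that multiply all ratios by 1 factor leave them unchanged by construction. Of the 24 values that could move, 13 moved by more than the spot noise, and 1 had another sign: the Dlk1-Dio3 cluster, with 2 measured miRNAs, went from -0.22 to 0.22 with normexp and quantile normalization, within its spot noise. At 3 SD no Dlk1-Dio3 or liver miRNA was left in both strains, nor any Dlk1-Dio3 miRNA with untrimmed BLANK spots. At 3 SD, the medians were -0.48 for erythrocyte, -0.75 for leukocyte, -0.80 for endothelial, -0.81 for let-7 and 1.02 for the miRNAs named in the paper. With untrimmed BLANK spots, let-7 was at -0.67. With normexp and quantile normalization they were -0.28 for platelet, -0.29 for leukocyte, -0.13 for liver, -1.19 for muscle, -0.18 for endothelial, -0.28 for let-7 and 0.46 for the miRNAs named in the paper. With normexp and quantile normalization the highest ratio of all shared miRNAs also fell, from 8.63-fold to 2.79-fold, so that a shrinking of ratios was not confined to the lists. The offset of 50, added to every signal before the ratio was formed, pulls ratios toward equal levels by construction, in the lists and outside them. What else contributed to the change of the list medians was not tested. Of the 178 shared miRNAs, 140 were detected on both arrays at 3 SD, so that signal over background limits the ratios of the others.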

Differences from the paper's values

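The minimum of 100 in the authors' table and the minimum of 10 times the floor on scaled signals were chosen only after the values were seen.

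The paper's Supplementary Table 1 lists 12 miRNAs, No32-No43, as more than 20-fold higher in C57BL/6, and 0 of them were after scaling on the shared 75th percentile. Over the whole array, the paper's count is likewise 12 and the count here 0. Of the alternatives set before the data were examined, the authors' table and the median of each array's own detected miRNAs gave 12, with no difference from the paper. These are the same scaling, and the table is the authors' own, so that this is no independent check of the paper's count. The difference remained with no scaling, which gave 7, and with detection at 3 SD, untrimmed BLANK spots, the median of the shared miRNAs, normexp with quantile normalization, and undetected miRNAs at the floor, which gave 0. Detection at 3 SD, untrimmed BLANK spots and the floor keep the scaling on the shared 75th percentile, so that they do not test the scaling.

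The paper lists 31 miRNAs, No1-No31, as detected only in C57BL/6, and 460 on the array met that criterion here, the 31 among them. The paper's text names no minimum level for this criterion. Of the alternatives set before the data were examined, the minimum of 10 times the BALB/c floor, taken on signals not scaled between the arrays, gave 29, which was not counted as different because it is within 1.5 times the paper's 31. On scaled signals, a setting chosen after seeing the values, that minimum gave 2, which differs from the paper's 31. Detection at 3 SD gave 355, untrimmed BLANK spots 386 and the authors' table 460, each different from the paper's 31. A minimum of 100 in the authors' table, chosen after seeing the values, gave 31 and left out 0 of the paper's 31.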

Other observations

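The comparison with the control probes was chosen only after the results were seen, and so were the grouping of the miRNAs by registration and its bounds.

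The 65 shared miRNAs that were registered first in miRBase (accession number under 1000) had lower ratios than the 113 others. Their median log2 ratio relative to the shared miRNAs was -0.72 against 1.11, and -0.28 against 0.33 with normexp and quantile normalization. A signal level shared with other miRNAs is not enough to explain this, since the median stood at percentile 0.075 among level-matched random lists, and at 0.04 and 0.07 with bounds of 4000 and 10000. A labelling or hybridisation difference that the control probes share cannot be told apart from a difference between the strains: the other miRNAs had a median unscaled log2 ratio of 3.08, above the 6 control probes detected on both arrays (1.71-fold to 3.37-fold brighter in C57BL/6, highest log2 1.75), but of 5 control probes detected on the C57BL/6 array only, 2 with 1 spot each were at least 6.40-fold and 16.1-fold brighter. Of the 43 miRNAs of Supplementary Table 1, 0 were among the first registered with the bound of 1000. With the bound of 4000, miR-709, miR-671-5p and miR-665-3p are among them. With the bound of 10000, so are miR-744-5p, miR-135a-1-3p, miR-1893 and miR-1894-3p. Probe sequences and cross-hybridisation were not tested.

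The low ratios of the muscle miRNAs were tested against signal level and against membership of the first registered miRNAs. The muscle median stood at percentile 4.34 among level-matched lists, and 3 muscle miRNAs of the first registered stood at percentile 5.31 among lists of first registered miRNAs. Both lie within the central 95%, so that either explanation may account for the muscle values. A release of muscle miRNAs that differs between the strains was not shown. Among the 9 lists, only the platelet median lay outside the central 95% of its level-matched lists, at percentile 1.54. The platelet miRNAs were not compared with lists of first registered miRNAs.

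In the second screening, 7 of the 31 miRNAs No1-No31 and 7 of the 12 miRNAs No32-No43 were positive in the aortic ring assay (Fisher's exact test, two-sided, p = 0.0351, with the miRNAs as units). The class of a miRNA depended on whether its BALB/c signal passed the 2 SD threshold. Of the 12, 6 lay less than 3 SD above the BALB/c background. Among these 6, miR-709, miR-671-5p, miR-5132-5p and miR-5627-5p were positive, and miR-1894-3p and miR-7653-5p were not. The test was not repeated with the classes at 3 SD, so that it holds for the 2 SD classes only. The 14 positive miRNAs and the 29 others differed by 0.12 in mean log2 level in the C57BL/6 EVs (permutation test, two-sided, p = 0.739), and the brightness of a spot also depends on its probe.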
